# IKK1 aggravates ischemia–reperfusion kidney injury by promoting the differentiation of effector T cells

**DOI:** 10.1007/s00018-023-04763-2

**Published:** 2023-04-19

**Authors:** Ning Song, Yang Xu, Hans-Joachim Paust, Ulf Panzer, Maria Mercedes de las Noriega, Linlin Guo, Thomas Renné, Jiabin Huang, Xianglin Meng, Mingyan Zhao, Friedrich Thaiss

**Keywords:** AKI: acute kidney injury, Non-canonical NFκB, IKKalpha, CD4^+^T cells, Th17 lymphocytes

## Abstract

Ischemia–reperfusion injury (IRI) is one of the major causes of acute kidney injury (AKI), and experimental work has revealed detailed insight into the inflammatory response in the kidney. T cells and NFκB pathway play an important role in IRI. Therefore, we examined the regulatory role and mechanisms of IkappaB kinase 1 (IKK1) in CD4^+^T lymphocytes in an experimental model of IRI. IRI was induced in CD4cre and CD4IKK1Δ mice. Compared to control mice, conditional deficiency of IKK1 in CD4^+^T lymphocyte significantly decreased serum creatinine, blood urea nitrogen (BUN) level, and renal tubular injury score. Mechanistically, lack in IKK1 in CD4^+^T lymphocytes reduced the ability of CD4 lymphocytes to differentiate into Th1/Th17 cells. Similar to IKK1 gene ablation, pharmacological inhibition of IKK also protected mice from IRI. Together, lymphocyte IKK1 plays a pivotal role in IRI by promoting T cells differentiation into Th1/Th17 and targeting lymphocyte IKK1 may be a novel therapeutic strategy for IRI.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s00018-023-04763-2.

## Introduction

Acute kidney injury (AKI) is a systemic disease without effective therapy which significantly increases patient morbidity and mortality. Ischemia–reperfusion injury (IRI) is one of the major causes of AKI. IRI occurs frequently due to a transient reduction or cessation of blood flow, followed by reperfusion during the perioperative period or in septic disease or after kidney transplantation [1]. Recent research efforts have shown that both innate and adaptive immune responses mediate renal damage in IRI-induced injury [2].

T cells, especially CD4^+^T cells, have been demonstrated to play an important role in the pathophysiology of ischemic AKI [3–5]. In particularly, it has also been reported that both functional and histological kidney injuries were dependent on the production of the cytokine IL17A, and that both were attenuated by depleting IL17A [6].

NFκB functions as a homo- or heterodimer of five constitutive proteins [c-REL, RelA (p65), RelB, p50, and p52] and plays a key role in the differentiation of T helper cells [7, 8]. Under basal conditions, NFκB dimers are retained in the cytoplasm by a family of inhibitory proteins, IκBs. Canonical NFκB activation occurs via the phosphorylation of these inhibitory IκB proteins by the IκB kinase (IKK) complex [9]. The IKK complex contains three kinases: IKK1 and IKK2, and a regulatory kinase termed NFκB essential modulator (NEMO) [10]. The non-canonical NFκB pathway activation depends on NFκB-inducing kinase (NIK), which integrates signals from cell receptor and activates IKK1, for triggering p100 phosphorylation and processing of the p52/RelB NFκB complex [11]. The potential clinical importance of NFκB as a therapeutic target in treating IRI has been derived from several experimental studies that demonstrated the amelioration of IRI after the inhibition of NFκB pathway activation [12–14].

We have shown previously that lymphocyte-specific deletion of IKK2 or NEMO mediates an increase in intrarenal Th17 cells and accelerates renal damage in an IRI mouse model [15]. We therefore here address the role of the IKK-kinases in CD4^+^T cells by conditional deletion of IKK1, NIK, IKK2 and NEMO. To target NFκB pathway activation selectively in CD4^+^T cells, we crossed CD4cre mice with IKK1flox, IKK2flox, NEMOflox and NIKflox animals and challenged animals in a kidney IRI model. Our results demonstrate that NFκB pathway is activated in kidney including renal CD4^+^T cells after IRI. Inhibition of IKK1 in CD4^+^T cells significantly reduced renal damage 2d after IRI induction and impaired T cells differentiation into Th1/Th17 cells as shown by single cell sequencing data analysis of lymphocytes isolated from kidneys after IRI induction. Therefore, inhibition of IKK1 selectively in CD4^+^T cells might be an interesting candidate to be further examined as a novel therapeutic tool for interference with IRI.

## Material and methods

### Animals and animal model

Mice expressing Cre recombinase under the CD4 promoter were crossed with floxed IKK1 [16], IKK2 [17, 18], NEMO [19] or NIK [20] mice. The mice were generously provided by Dr. M. Karin (San Diego) for IKK1fl/fl and IKK2fl/fl mice, Dr. C. Wilson (Seattle) for CD4cre mice, Dr. M. Pasparakis (Cologne) for NEMOfl/fl mice and Dr. N. Ghilardi (Genentech) for NIKfl/fl mice. All animals were backcrossed to C57BL/6 wild type mice for more than 10 generations and housed at the animal facility of the University Medical Center Hamburg-Eppendorf. Animal experiments were performed according to national and institutional animal care and ethical guidelines and were approved by local committees (permission number G25/17).

8–12 weeks old male mice were anesthetized with isoflurane, buprenorphine subcutaneous and metamizole oral were administered for pain control. After placing the animals on a heated operation pad, the left and right renal pedicles were identified through an abdominal midline incision and occluded with atraumatic microvascular clamps for 45 min. Then, the clamps were released, and the kidneys allowed reperfusion. After visible reperfusion was completed, the abdomen was closed with continuous sutures, as previously described [15]. Technical details which have to be taken into account in the IRI disease models have been described recently by others and were all considered for our experiments [21]. Sham-operated animals were subjected to the same operating procedure without clamping. During the procedure, the animals were hydrated with saline. During experiments, mice were monitored daily and mice with signs of severe disease were euthanized with an O2/CO2 mixture. All experimental procedures were performed during the same time period and all groups were examined in parallel to minimize group and mice strain variabilities. The animals were sacrificed 2 days after IRI. In each group, at least five animals were examined, and the experiments were repeated three times. The inhibitor KINK1, also known as Bay 65–194, was kindly provided by Dr. K. Ziegelbauer (Bayer Health Care, Berlin, Germany). The inhibitor was dissolved in 10% Cremophor and injected intraperitoneally in an amount of 5 mg/kg body weight.

### Renal functional studies and histology

BUN and serum creatinine were analyzed using Siemens Healthcare (Erlangen, Germany) Atellica Solution analyzers and reagents. Kidney sections were fixed in buffered formalin for 24 h, processed and embedded in paraffin wax. Tubular injury was assessed on periodic acid-Schiff–stained sections. The tubular injury index, determined by assessing tubular epithelial cell loss, tubular necrosis, accumulation of cellular debris, and tubular cast formation, was scored according to the percentage of affected tubules under high-power microscopy. The percentage of tubules affected was assigned a score: 0, normal; 1, 10–25%; 2, 26–50%; 3, 51–75%; and 4, 75%, according to Chan et al.[6]. Tissue samples were counted in a blinded manner.

### Flow cytometry

Cell isolation and staining were performed as recently published [22]. For intracellular cytokine staining, cells were activated by incubation for 3 h with PMA (50 ng/mL; Sigma-Aldrich, Germany), brefeldin A (5 μg/mL; Sigma-Aldrich) and ionomycin (1 μg/mL; Calbiochem-Merck, Germany). Fluorochrome-labeled antibodies against IL17A, IFNγ (BD Biosciences, Heidelberg, Germany) and commercial Perm/Wash buffer (BD Biosciences) were used after stimulation. Dead cells were excluded from the analysis using Near-IR Live/Dead fixable staining reagent (ThermoFisher). Cells in all FACS plots were pre-gated based on CD45 expression. Measurement was performed on a BD LSRII Cytometer.

### Quantitative real-time PCR analysis

Total RNA of the renal cortex was prepared, and real-time PCR was performed according to standard laboratory methods. Real-time PCR was performed for 40 cycles on a QuantStudio 3 PCR systems (Thermo Fisher, Waltham, MA) with the 18S rRNA as a housekeeping gene.

### RNA isolation from renal CD4^+^ T cell and bulk RNA sequencing

Renal CD4^+^ T cell were enriched with CD4^+^ T cell isolation kit (Miltenyi Biotec) in accordance with the manufacturer’s instructions and CD4^+^ T cells were further purified by FACS ARIA sorting. RNA of CD4^+^ T cells (≤ 5 × 10^4^ cells) was extracted by RNeasy micro kit 50 (QIAGEN, Germany). Samples that passed quality control were amplified with the SMARTer kit and then subjected to second generation sequencing via the Illumina platform. The sequenced results were quality controlled in the using the fastqc package. Samples that passed quality control were removed using the Trimmomatic package to remove poor quality sequences and artificially added plug sequences during sequencing. A mean of 39,039,302 paired-end, 150 nt reads were generated. Bases less than Q30 and adapter sequences of the reads were trimmed, and any reads shorter than 36 nt were removed using Trimmomatic version 0.36 [23]. The trimmed sequencing results which passed quality control reads were then aligned to the mice reference assembly GRCm39 with “Kallisto” analyzed with “DE-seq2” [24]. Normalization and differential expression analyses were performed with DESeq2 [25].

### Single cell RNA sequencing analysis

The Seurat package (version 4.0.2) was used to perform unsupervised clustering analysis on scRNA-seq data. In brief, gene counts for cells were normalized by library size and log transformed. To reduce batch effects, we apply the integration method implemented in the latest Seurat version 4 (function FindIntegrationAnchors and IntegrateData, dims = 1:30). The integrated matrix was then scaled by ScaleData function (default parameters). Principal component analysis was performed on the scaled data (function RunPCA, npcs = 30) to reduce dimensionality. 30 principal components were determined using the ElbowPlot function and used to compute the KNN graph based on the euclidean distance (function FindNeighbors), which then generated cell clusters using function FindClusters. Uniform Manifold Approximation and Projection (UMAP) was used to visualize clustering results. The top differential expressed genes in each cluster were found using the FindAllMarkers function (min.pct = 0.1) and ran Wilcoxon rank sum tests. The differential expression between clusters was calculated by FindMarkers function (min.pct = 0.1), which also ran Wilcoxon rank sum tests.

### NFκB pathway activation score

A *NFκB pathway activation score* was calculated by selection of 9 genes related to NFκB -pathway activation according to the literature published: *Nfkb1, Nfkb2, Rela, Relb, Rel, Chuk, Ikbkb, Ikbkg, Map3k14*. For bulk sequencing, the *NFκB pathway activation score* was generated by transforming log2 expression profiles into Z-scores, and averaging Z-scores of the NFκB related gene sets to generate a tissue score for each sample.

### Statistics

Statistical analysis was performed using GraphPad Prism (La Jolla, CA). The results are shown as mean ± SEM when presented as a bar graph or as single data points with the mean in a scatter dot plot. Differences between two individual groups were compared using Mann–Whiteney test. In the case of three or more groups, a one-way ANOVA with Holm-Sidak’s multiple comparisons test was used.

## Results

### NFκB pathway activation in the kidney after IRI

To verify the activation of NFκB pathway in kidney during IRI, we interrogated bulk RNA dataset (GSE98622) [26] of mouse kidneys, collected at the timpoints of 2h, 4h, 24h, 48h, 72h, 7d, 14d and 28d after IRI as well as corresponding control renal RNA from sham-operated mice for the expression levels of 9 NFκB-activation genes (*NFκB activation score*). NFκB-activation score was upregulated at all timepoints beyond 2h after IRI induction compared to sham-operated group (Fig. 1A, B). Moreover, when we performed RT-PCR analysis of *Nfkb1*, *Nfkb2* and *Relb* expression in kidneys after IRI, expression of these genes also significantly increased after IRI induction (Fig. 1C).

**Fig. 1:**
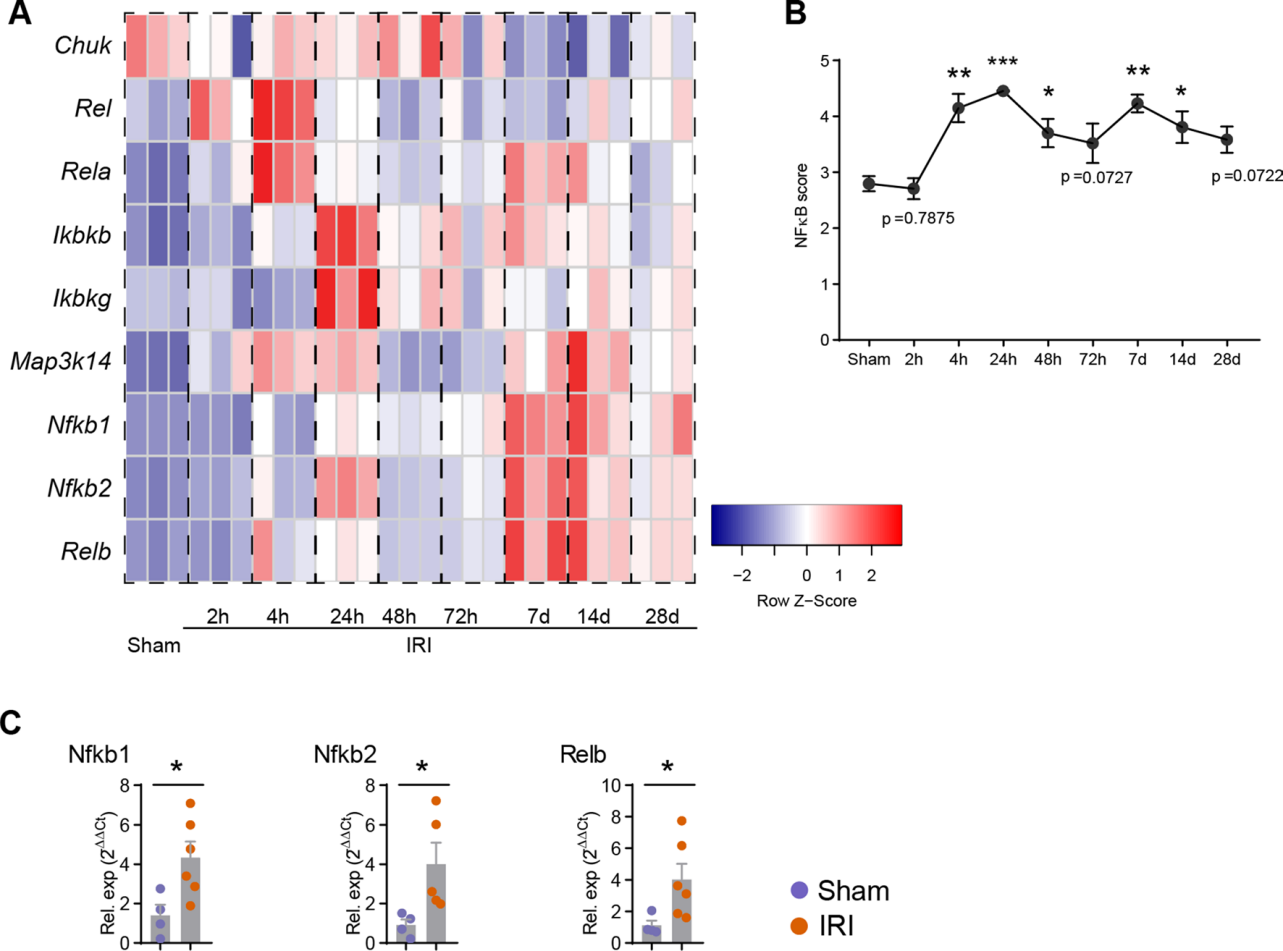
Enrichment of NFκB signaling in kidney during ischemia–reperfusion induced kidney injury. **A** NFκB inflammatory pathway activation in kidney samples of sham-operated mice and of mice after ischemia–reperfusion at 2h, 4h, 24h, 48h, 72h, 7d, 14d and 28d. **B** Quantification of the NFκB inflammatory pathway based on cumulative gene expression in the respective groups. **C** RT-PCR analysis of renal *Nfkb1*, *Nfkb2* and *Relb* expression in control and after IRI-induced (48h) mice. (*P < 0.05, ***P < 0.005, ****P < 0.001)

To capture kidney cells and renal CD4^+^T cells landscape of IRI, we integrated online single nuclear RNA sequencing dataset of whole mouse kidney (GSE139107) [27] and single cell RNA sequencing dataset of CD4^+^T cells (E-MTAB-8002) [28] 2 days after IRI (Fig. 2A). Unsupervised clustering recognized 14 renal clusters and 1 CD4^+^T cell cluster including both epithelial (descending loop of Henle, thin ascending limb) and nonepithelial (immune, endothelial, stromal) cells in the kidney after IRI induction. Based on the gene markers provided by the original published articles [27], we identified the following cell populations: PT-S1, S1 segment of proximal tubule; PT-S2, S2 segment of proximal tubule; PT-S3, S3 segment of proximal tubule; TAL, thick ascending limb of loop of Henle; DCT, distal convoluted tubule; PC, principal cells of collecting duct; Prolif, proliferating cells; EC, endothelial cells; DTL, descending limb of loop of Henle; CNT, connecting tubule; Fib, fibroblasts; IC, intercalated cells of collecting duct; Uro, urothelium; Pod, podocytes and T cells, CD4^+^T cells (Fig. 2A, Supplemental Table 1). We evaluate the NFκB activation score in all cell populations and found that this score was significantly upregulated in T cells when compared with all the cell populations (Figs. 2B and S1). Next, we analyzed more precisely the CD4^+^T cells dataset 2 days after IRI (E-MTAB-8002) and integrated with CD4^+^T cells from control mice. With unsupervised clustering, we identified 9 cell populations, including Th1_1, Th1_2, Th2, Th17, Tnaive (naïve T cells), Tcm (central memory T cells), Treg (regulatory T cells), Prolif (Proliferating T cells) and ISAG (IFN signaling–associated gene highly expressed T cells) (Fig. 2C, supplemental Table 2). To dissect the effect of IRI on the CD4^+^T cells composition in the kidney, we compared subclusters of CD4^+^T cells from control mice and IRI mice (Fig. 2D). The results demonstrated that the population of Th17 was more abundant in the inflamed kidney, indicating that this population could be an important pathogenic factor during early phase of IRI. Taken together, this prompted us to hypothesize that NFκB activation in CD4^+^T cells contributes to the pathogenesis of IRI.

**Fig. 2:**
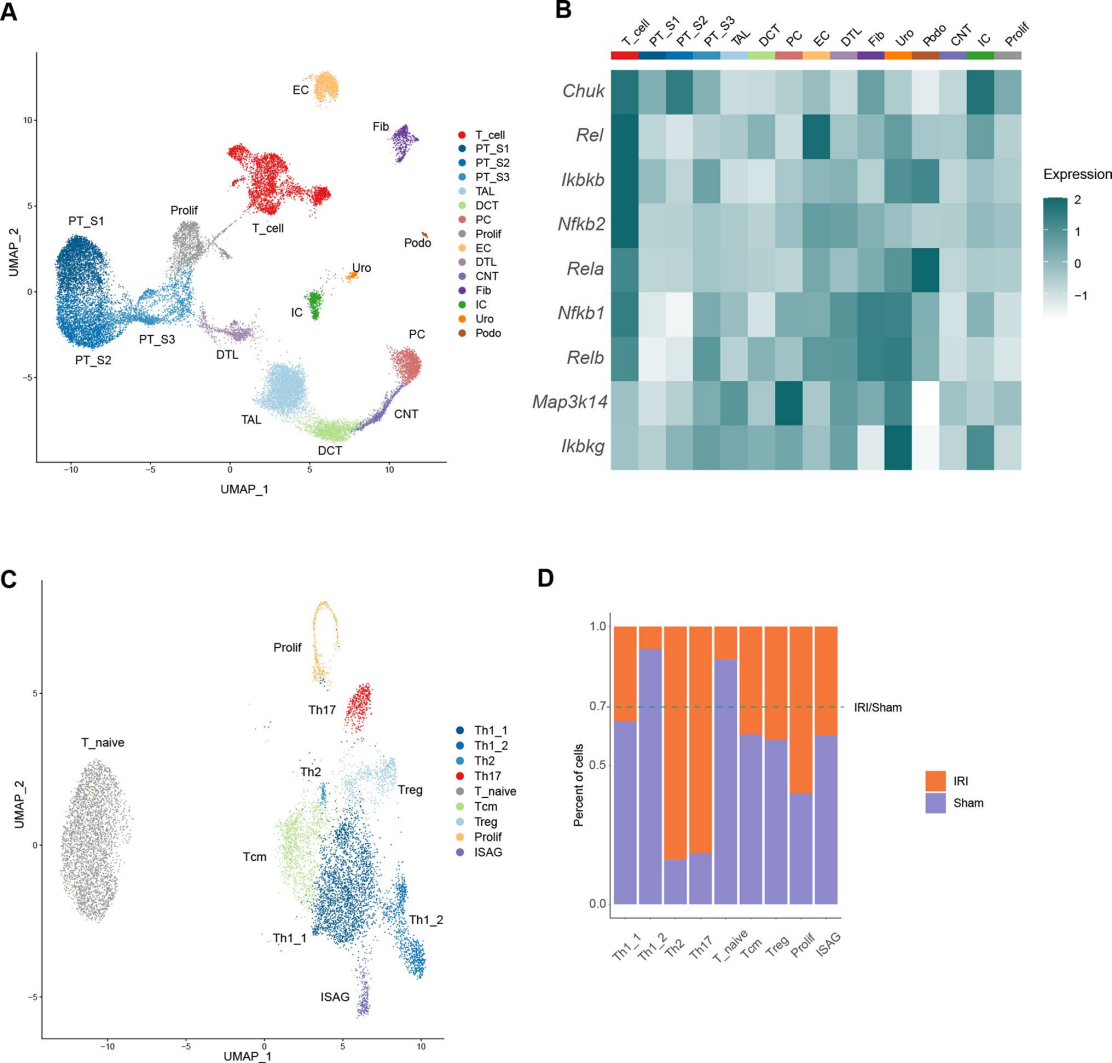
Enrichment of NFκB signaling in renal CD4^+^T cells during ischemia–reperfusion induced kidney injury. **A** Clustering and UMAP dimensional reduction of integrated sn/scRNA-seq from wildtype mice 2 days after IRI. Clusters were annotated according to their gene expression profiles. **B** Quantification of the NFκB score based on cumulative gene expression in the respective cell population (see also supplementary Fig. 1). **C** Clustering and UMAP dimensional reduction of scRNA-seq of renal CD4^+^ T cells from sham-operated and IRI induced mice. Clusters were annotated according to their gene expression profiles. **D** Fraction of cells in the respective clusters from sham-operated and IRI induced mice

### CD4^+^T cell-derived IKK1 drives IRI

To investigate the functional role of NFκB activation in CD4^+^T cells during kidney inflammation, we specifically deleted IKK1(*Chuk*), IKK2(*Ikbkb*), NEMO(*Ikbkg*) and NIK(*Map3k14*) which are the key molecules that activate NFκB pathways in CD4^+^T cells by crossing CD4cre with corresponding flox mice. Blood urea nitrogen (BUN) levels and Creatinine which are representative markers of functional kidney impairment, were significantly reduced in CD4IKK1Δ mice compared to control mice, whereas there is no significant difference in CD4IKK2Δ, CD4NEMOΔ and CD4NIKΔ mice (Fig. 3A, B). Moreover, the morphological evaluation of kidney sections also revealed a significant reduction of renal tubular damage in CD4IKK1Δ mice but not in the other groups (Fig. 3C, D). Additionally, gene expression of renal *Nfkb1*and *Nfkb2* was also significantly reduced in CD4IKK1Δ mice, which demonstrates that the activation of NFκB pathway is significantly changed in CD4IKK1Δ mice (Fig. 3E). In conclusion, our data show that CD4^+^T cell derived IKK1 is a major driver of renal tissue injury in IRI.

**Fig. 3:**
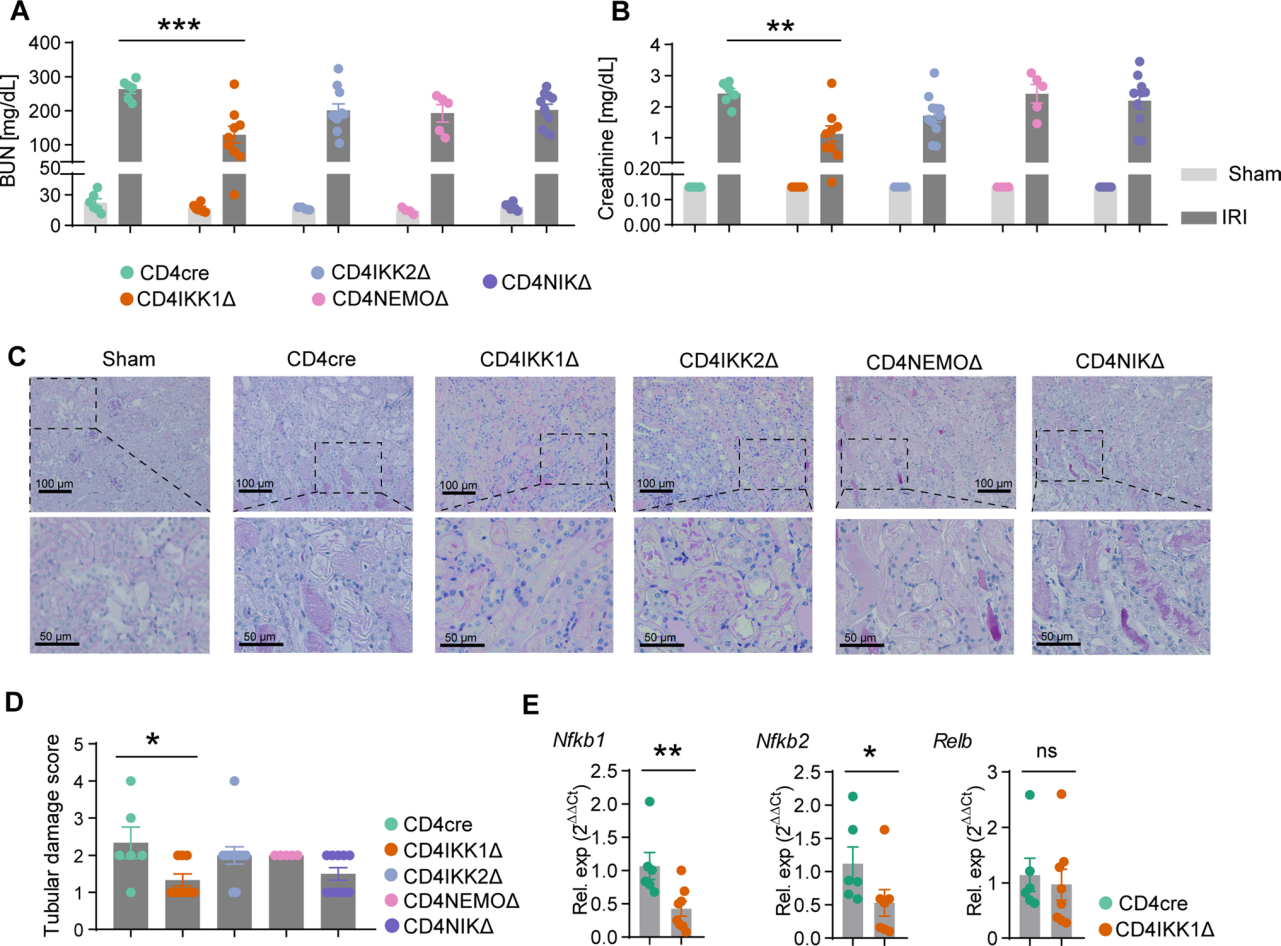
Inhibition of IKK1 in CD4^+^ T cells protect mice from kidney injury. **A** Quantification of BUN concentration from CD4cre, CD4IKK1Δ, CD4IKK2Δ, CD4NEMOΔ, CD4NIKΔ mice 2 days after IRI induction and corresponding sham-operated mice. **B** Quantification of blood creatinine concentration. **C** Representative photographs of PAS-stained kidney sections from sham-operated, CD4cre, CD4IKK1Δ, CD4IKK2Δ, CD4NEMOΔ, and CD4NIKΔ mice 2 days after IRI induction. **D** Tubulointerstitial damage score.Symbols represent individual data points with the mean as a bar. **E** RT-PCR analysis of renal *Nfkb1*, *Nfkb2* and *Relb* expression in CD4cre or CD4IKK1Δ mice. (*P < 0.05, **P < 0.01, ***P < 0.005, ****P < 0.001)

### Pharmacological inhibition of IKK1 protect mice from IRI

With respect to the IKK1 pathogenic role in IRI and its importance for the CD4^+^T cells differentiation process, we next investigated as to whether pharmacological block of IKK1 could alleviate kidney damage. Therefore, we blocked IKK1 activation by treating mice with KINK-1 [29], a IKK1/IKK2 inhibitor, before and after the induction of IRI (Fig. 4A). Upon induction of IRI, IKK1 inhibition reduced the severity of renal damage compared to vehicle treatment (Fig. 4B), consistent with our earlier reported data [15].

**Fig. 4:**
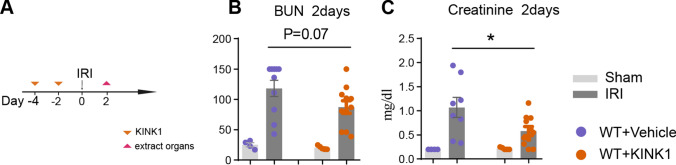
Pharmacological inhibition of IKK1 protected mice from IRI. **A** IRI was induced in wildtype mice and inhibitor KINK1 was given by intraperitoneally injection at indicated time points. **B** Quantification of BUN levels in serum from mice which received vehicle or KINK1 2 days after IRI induction and corresponding sham-operated mice. **C** Quantification of creatinine levels in serum. Symbols represent individual data points with the mean as a bar (*P < 0.05, **P < 0.01, ***P < 0.005, ****P < 0.001)

### IKK1 promotes cytokines production of CD4^+^T cells

To investigate the effect of IKK1 on the cytokine production of renal CD4^+^T cells after IRI, we performed flow cytometry of immune cells infiltrating the kidneys. Flow cytometry-based staining of leukocytes from CD4cre and CD4IKK1Δ mice revealed that about 40% of lymphocytes infiltrated in kidney are CD4^+^T cells 2 days after IRI induction (Fig. 5A). Cytokine staining results highlighted that both IFN-γ and IL-17A production increased after IRI induction, furthermore, both cytokines production significantly decreased in CD4IKK1Δ mice comparing to CD4cre mice (Fig. 5B, C). In conclusion, flow cytometry results confirmed the enrichment results of RNA transcriptome, in which IKK1 has a major pathogenic role in the differentiation of Th1 cells and Th17 cells.

**Fig. 5:**
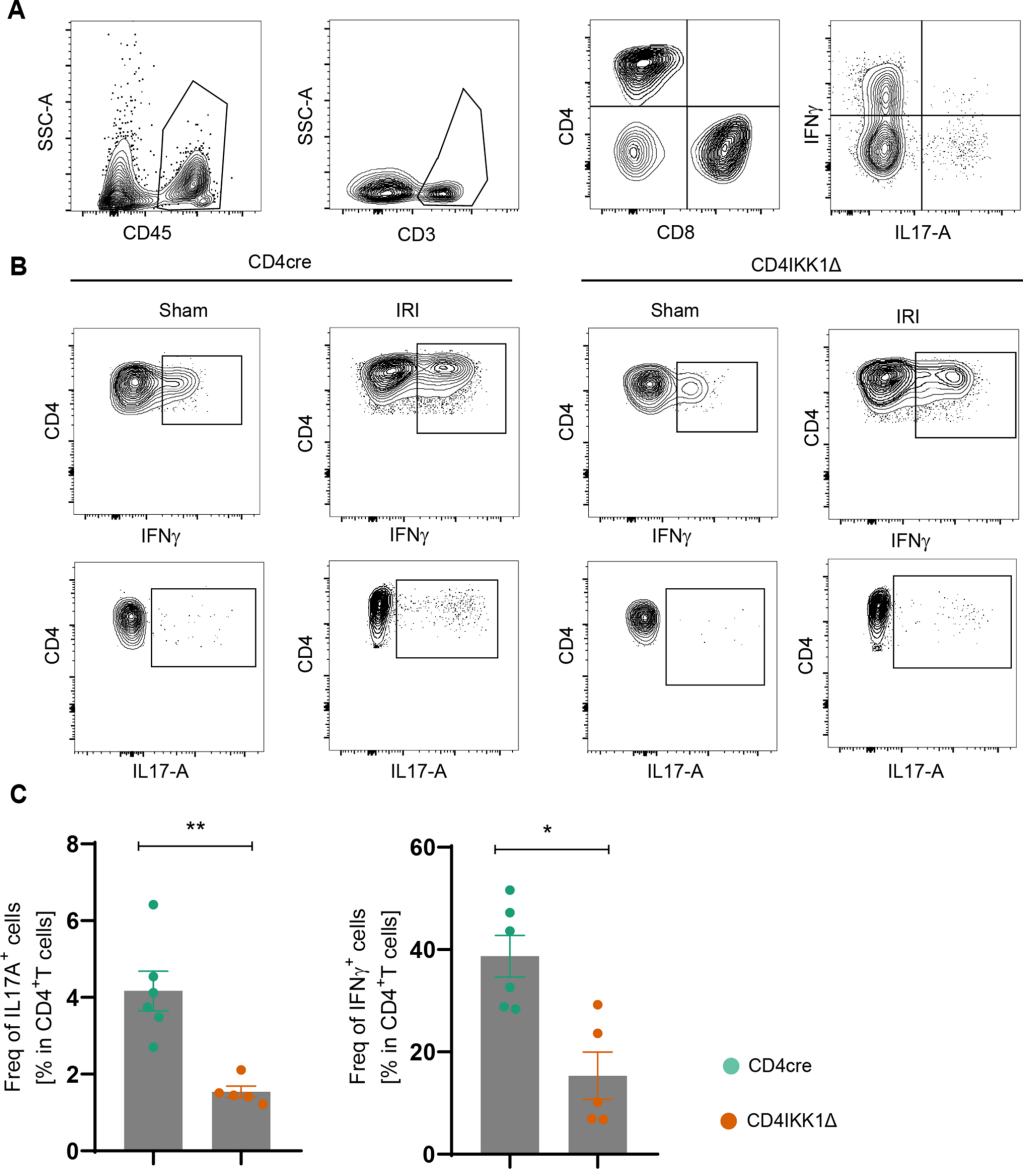
Deficiency of IKK1 in CD4^+^ T cells suppresses cytokines production during IRI. **A** Gating strategy of infiltrated renal lymphocytes. **B** Representative FACS data of indicated cytokines produced in renal CD4^+^ T cells after stimulation with PMA/ionomycin. **C** Quantification of indicated cytokines produced in renal CD4^+^T cells from CD4cre and CD4IKK1Δ mice. Symbols represent individual data points with the mean as a bar (*P < 0.05, **P < 0.01, ***P < 0.005, ****P < 0.001)

In contrast, in CD4NIKΔ mice the number of IFN-γ and IL-17A producing CD4^+^T cells in kidneys was not reduced when compared with CD4cre animals after IRI induction (Fig. S2).

### IKK1 drives Th17 and Th1/Th2 differentiation of CD4^+^T cells

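Bulk RNA sequencing of renal CD4+ T cells was available from 3 CD4cre mice and from 5 mice labelled CD4IKK1Δ, all sacrificed on day 2 after IRI with 45 min of ischemia. CD4IKK1Δ mice carry a floxed *Chuk* gene, which encodes IKK1, together with a Cre recombinase expressed under the CD4 promoter. The cells were enriched with magnetic beads, purified by FACS sorting, and their RNA was amplified with a SMARTer kit before sequencing. The authors trimmed the reads with Trimmomatic, assigned them to the transcripts of the mouse assembly GRCm39 with kallisto, and deposited 1 estimated count per gene symbol and library, without normalization, for 35814 symbols. kallisto divides reads that fit several transcripts among them, so that between 35.3% and 41.8% of the values of a library were not whole numbers, and all values were rounded before testing. The estimated counts summed to between 19030516 and 25737046 per library (median 19590793) in CD4cre mice and to between 16040843 and 21162528 (median 18870413) in mice labelled CD4IKK1Δ. The paper states a mean of 39039302 reads per library, whereas all values given here use the estimated counts. At this depth, 3 counts correspond to between 0.115 and 0.194 CPM (counts scaled to a fixed library size) in these libraries. Such floors cover counting error only, since amplified reads without molecular identifiers are not independent molecules. CPM values were normalized by edgeR's TMM method, and the groups were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment (FDR) over the genes that passed edgeR's expression filter. The targeted gene *Chuk* lies on chromosome 19 of GRCm39 from 44061769 to 44095935. It had 432, 683 and 325 counts in the CD4cre libraries and 258, 406, 394, 307 and 588 counts in the libraries labelled CD4IKK1Δ. This gave 22.1 ± 9.70 CPM (SD, n = 3) and 20.4 ± 4.53 CPM (SD, n = 5), with a log2 fold change of −0.11 (standard error 0.31, FDR 0.921 from edgeR's quasi-likelihood test). The abundance of *Chuk* transcripts thus did not separate the groups in the direction of their labels, and the values are summed over all transcripts of the gene and do not resolve the floxed exons. T cell receptor constant-region transcripts (*Trac*, *Trbc1* and *Trbc2* together) had 35820, 22741 and 12558 counts in the CD4cre libraries and 41, 868, 11413, 5277 and 5644 counts in the libraries labelled CD4IKK1Δ, in the order of replicates 1 to 5.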

To further explore the mechanism underlying for the pathogenic role of lymphoid IKK1 in IRI, we performed bulk RNA sequencing to analyze RNA transcriptome profiles of renal CD4^+^T cells from CD4cre or CD4IKK1Δ mice after IRI. 

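Similarity between libraries was computed as Spearman's rho of log2 CPM across the 15653 genes tested between CD4cre mice and mice labelled CD4IKK1Δ, where genes are not independent replicates. The 3 pairs of CD4cre libraries had a mean rho of 0.937 (range 0.934 to 0.939). The 10 pairs of libraries labelled CD4IKK1Δ had a mean rho of 0.913 (range 0.896 to 0.928). The 15 pairs with 1 library from each group had a mean rho of 0.896 (range 0.832 to 0.927). The mean rho within groups exceeded that between groups by 0.0222. Of all 56 splits of the 8 libraries into groups of 3 and 5, those with a difference as large gave an exact one-sided permutation p of 0.0714, where the smallest p the design allows is 0.0179. On the 200 genes of highest variance, the alternative with the largest effect apart from leaving out libraries, the difference was 0.0152 (exact one-sided permutation p = 0.321).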

Individual replicate in each group were highly homologous according to their gene expression profiles and overall expression similarity (Fig. 6A). There were in total 248 DEG (FDR < 0.05, and > twofold differences in expression) recognized, including 228 down-regulated genes (for example Il17a, Il2ra), and 20 up-regulated genes (Celsr3, Rnf185) (Fig. 6B). 

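Between libraries labelled CD4IKK1Δ and CD4cre libraries, 15653 genes were tested with edgeR's quasi-likelihood test, and none of them passed an FDR under 0.05 with a more than 2-fold difference in either direction. The smallest FDR was 0.0543, and 2592 genes had an unadjusted p-value under 0.05. With DESeq2, which the paper names for this step, the same 8 libraries gave 511 down-regulated and 41 up-regulated genes at the same thresholds. The largest counts among the alternatives came from DESeq2 with all 11 libraries of the study in the fit, with 645 down-regulated and 65 up-regulated genes. On simulated counts with the spread of these libraries, in which 200 genes were changed by a log2 fold change of 2, edgeR recovered 30% and DESeq2 50.5% of the changed genes, with 2 and 49 false calls. *Il17a* lies on chromosome 1 of GRCm39 from 20801129 to 20804720. It had 665, 210 and 86 counts in the CD4cre libraries and 0, 0, 20, 1 and 15 counts in the libraries labelled CD4IKK1Δ, which corresponds to 13.4 ± 11.0 CPM (SD, n = 3) and 0.372 ± 0.513 CPM (SD, n = 5). The log2 fold change was −5.14 (standard error 1.25, FDR 0.107 from edgeR's quasi-likelihood test), and it stayed between −6.09 and −4.26 when each library was left out in turn. DESeq2 gave a log2 fold change of −5.18 with an adjusted p of 0.001, and over the alternatives set beforehand the adjusted p from edgeR or DESeq2 ranged from 0.000232 to 1. Of these alternatives, adjustment for a score of non-T-cell transcripts moved the log2 fold change most, to −2.97, and the Pan T score as a covariate, chosen after seeing the data, moved it to −1.38 (FDR 0.977 from edgeR's quasi-likelihood test). The score of non-T-cell transcripts averages myeloid and dendritic cell, neutrophil and B cell markers, without neuronal ones. Relative to the counts of T cell receptor constant regions, *Il17a* was under every CD4cre library in 4 of the 5 libraries labelled CD4IKK1Δ (exact two-sided permutation p = 0.0893), and replicate 1 had too few of these counts for a lower ratio to be seen. *Il2ra* lies on chromosome 2 from 11647618 to 11698004 and had 12.5 ± 1.33 CPM (SD, n = 3) in CD4cre mice and 1.00 ± 0.633 CPM (SD, n = 5) in mice labelled CD4IKK1Δ. Its log2 fold change was −3.64 (standard error 0.62, FDR 0.0551 from edgeR's quasi-likelihood test), and DESeq2 gave an adjusted p of 6.81e-07. Over the alternatives the adjusted p of *Il2ra* from edgeR or DESeq2 ranged from 4.8e-09 to 1, and its log2 fold change turned to 0.94 when the libraries were scaled to Pan T markers, an alternative chosen after seeing the data. The log2 ratio of *Il2ra* to T cell receptor counts was under every CD4cre library (−6.67 to −5.84) in replicates 2 to 5 labelled CD4IKK1Δ. These ran from −8.41 to −7.59, but replicate 1, with 41 receptor counts, was at −0.949 (exact two-sided permutation p = 0.964). All 3 libraries labelled CD4NIKΔ were also under every CD4cre library (exact two-sided permutation p = 0.1, the smallest possible). A fall of *Il2ra* beyond the share of T cell RNA is thus left open. *Celsr3* lies on chromosome 9 from 108703519 to 108730168. It had 0.712 ± 0.0518 CPM (SD, n = 3) in CD4cre mice and 11.9 ± 7.45 CPM (SD, n = 5) in mice labelled CD4IKK1Δ, a log2 fold change of 4.05 (standard error 0.84, FDR 0.0890 from edgeR's quasi-likelihood test, adjusted p of 5.36e-06 from DESeq2, range from 5.36e-06 to 1 over the alternatives of edgeR and DESeq2). *Rnf185*, on chromosome 11 from 3365977 to 3402378, had 0 counts in all CD4cre libraries, 264 and 224 counts in replicates 4 and 5 labelled CD4IKK1Δ and 0 counts in the other libraries of that group. The expression filter removed it before edgeR's test, and DESeq2 gave it an adjusted p of 1.99e-06. *Il17a* and *Il2ra* were lower in every library labelled CD4IKK1Δ than in every CD4cre library, and *Celsr3* was higher.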

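The transcripts of helper T cell differentiation were tested as gene lists that were written by hand beforehand, since the KEGG lists were not used here. The list for Th1 and Th2 differentiation had 77 tested genes, of which 62 were lower in libraries labelled CD4IKK1Δ than in CD4cre libraries. Their mean log2 fold change was −1.29 (FDR 5.67e-16 from edgeR's camera test with an inter-gene correlation of 0.01, adjusted over the lists fixed beforehand). The list for Th17 differentiation had 90 tested genes, of which 73 were lower, with a mean log2 fold change of −1.23 (FDR 1.65e-15 from edgeR's camera test). When the p-values of single genes were adjusted within each list alone, 27 genes of the Th1 and Th2 list and 27 genes of the Th17 list had an FDR under 0.05 in edgeR's quasi-likelihood test, whereas none did when they were adjusted over all tested genes. Of the alternatives set beforehand, adjustment for a score of non-T-cell transcripts moved the means most, to −0.40 for the Th1 and Th2 list and −0.29 for the Th17 list. An inter-gene correlation estimated from the data raised the FDR of both lists most, to 0.0810 in edgeR's camera test. Over these alternatives, the FDR in edgeR's camera or fry test ranged from 9.70e-21 to 0.0810 for the Th1 and Th2 list and from 7.61e-20 to 0.0810 for the Th17 list. Scaling to Pan T markers, chosen after seeing the data, turned the means to 2.03 and 2.06. Both lists hold genes that myeloid cells and other T cells express as well.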

Among down-regulated genes, most of them were inflammation related and enriched with KEGG (Kyoto Encyclopedia of Genes and Genomes) terms “Th1 and Th2 cell differentiation”, “Th17 cell differentiation” and “inflammatory bowel disease” (Fig. 6C), whereas up-regulated genes were mostly enriched with “ECM-receptor interaction”, “Apoptosis” and “Axon guidance” (Fig. 6D). 

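*Tbx21*, the gene of the Th1 transcription factor T-bet, lies on chromosome 11 of GRCm39 from 96988897 to 97006158. It had 37.4 ± 12.2 CPM (SD, n = 3) in CD4cre mice and 7.68 ± 5.66 CPM (SD, n = 5) in mice labelled CD4IKK1Δ. The log2 fold change was −2.28 (standard error 0.72, FDR 0.178 from edgeR's quasi-likelihood test). *H2-Ab1*, an MHC class II gene on chromosome 17 from 34476663 to 34488393, had 56.0 ± 5.29 CPM (SD, n = 3) and 3.09 ± 2.89 CPM (SD, n = 5), respectively. Its log2 fold change was −4.17 (standard error 0.99, FDR 0.119 from edgeR's quasi-likelihood test). Every library labelled CD4IKK1Δ was lower than every CD4cre library for both genes. DESeq2 called both, with adjusted p-values of 0.0158 for *Tbx21* and 0.0135 for *H2-Ab1*. Over the alternatives of edgeR and DESeq2, the adjusted p-values ranged from 0.0158 to 1 and from 0.000198 to 1, respectively. With each library left out in turn, the log2 fold change stayed between −2.55 and −1.99 for *Tbx21* and between −4.74 and −3.86 for *H2-Ab1*. Of the alternatives set beforehand, the replicate number as a block moved *Tbx21* most, to −3.64. Scaling to Pan T markers, chosen after seeing the data, moved *Tbx21* to −0.0044. Adjustment for a score of non-T-cell transcripts moved *H2-Ab1* most, to −1.88. The MHC class II genes, *H2-Ab1* among them, were lower with a mean log2 fold change of −2.58 over 10 of 10 genes (FDR 9.05e-07 from edgeR's camera test), and so were 17 of 22 markers of myeloid and dendritic cells (mean log2 fold change −1.42, FDR 2.38e-08 from edgeR's camera test), whereas scaling to Pan T markers, chosen after seeing the data, turned these means to 0.53 and 2.42. *Cd3e*, a T cell receptor complex gene, had a log2 fold change of −2.49 (standard error 1.17, FDR 0.35 from edgeR's quasi-likelihood test).

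**Figure D1:**
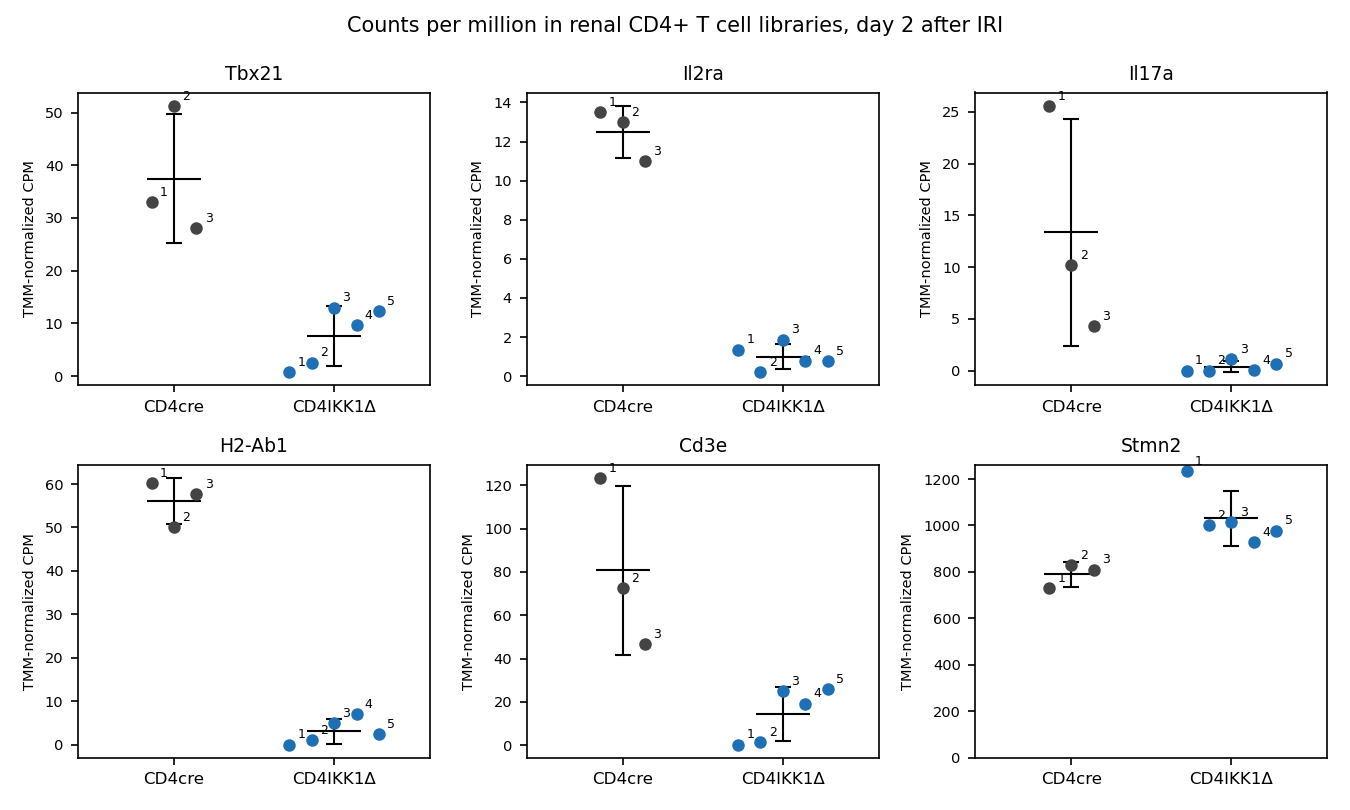
TMM-normalized CPM (linear y axis) of *Tbx21*, *Il2ra*, *Il17a*, *H2-Ab1*, *Cd3e* and the neuronal gene *Stmn2* in CD4cre libraries (gray, n = 3) and libraries labelled CD4IKK1Δ (blue, n = 5) on day 2 after IRI. Each point is 1 library with its replicate number, the wide line is the mean and the bars are ± SD; the first 5 genes are lower in every library labelled CD4IKK1Δ and *Stmn2* is higher, at 1031 against 789.7 CPM on average.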

The enrichment of *Tbx21*, *Il2ra*, *Il17a* and *H2-Ab1* in “Th1/Th2 cell differentiation” and “Th17 cell differentiation” were also in line with the understanding of how NFκB regulate T cell immune response (Fig. 6E).

**Fig. 6:**
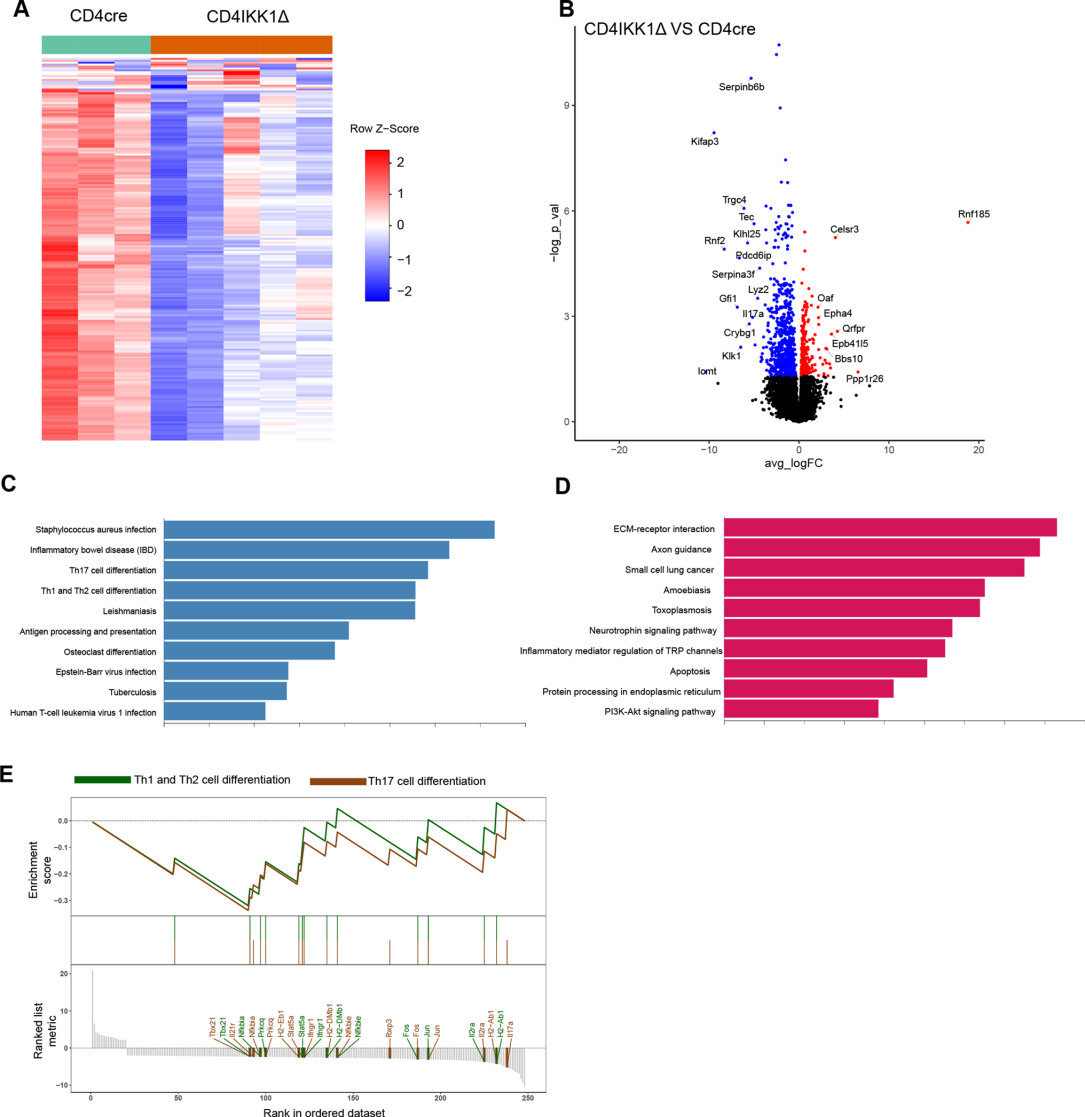
IKK1 drive pathogenesis of CD4^+^ T cells during IRI. **A** Heatmap shows 200 random genes expressed by renal CD4^+^ T cells from CD4cre (*N* = 3) and CD4IKK1Δ (*N* = 5) mice on day 2 after IRI. **B** Volcano plot shows differentially expressed genes (DEG) between CD4^+^ T cells from CD4cre and CD4IKK1Δ(blue: downregulated in CD4IKK1Δ; red: upregulated in CD4IKK1Δ; black: adjusted p value less than 0.05). **C** Bar plot shows top 10 enriched KEGG pathways of downregulated genes in CD4 + Tcells of CD4IKK1Δ mice. **D** Bar plot shows top 10 enriched KEGG pathways of upregulated genes in CD4 + T cells of CD4IKK1Δ mice. **E** GSEA enrichment plot shows enriched genes of Th1 and Th17 differentiation pathway

RT-PCR analysis of renal *Ifng*, *Tbx21*, *Cxcr3*, *Il17*, *Rorc* and *Ccr6* gene expression also confirmed that the differentiation of Th1 and Th17 was dependent on IKK1 in the inflamed kidneys after IRI (Fig. 7).

**Fig. 7:**
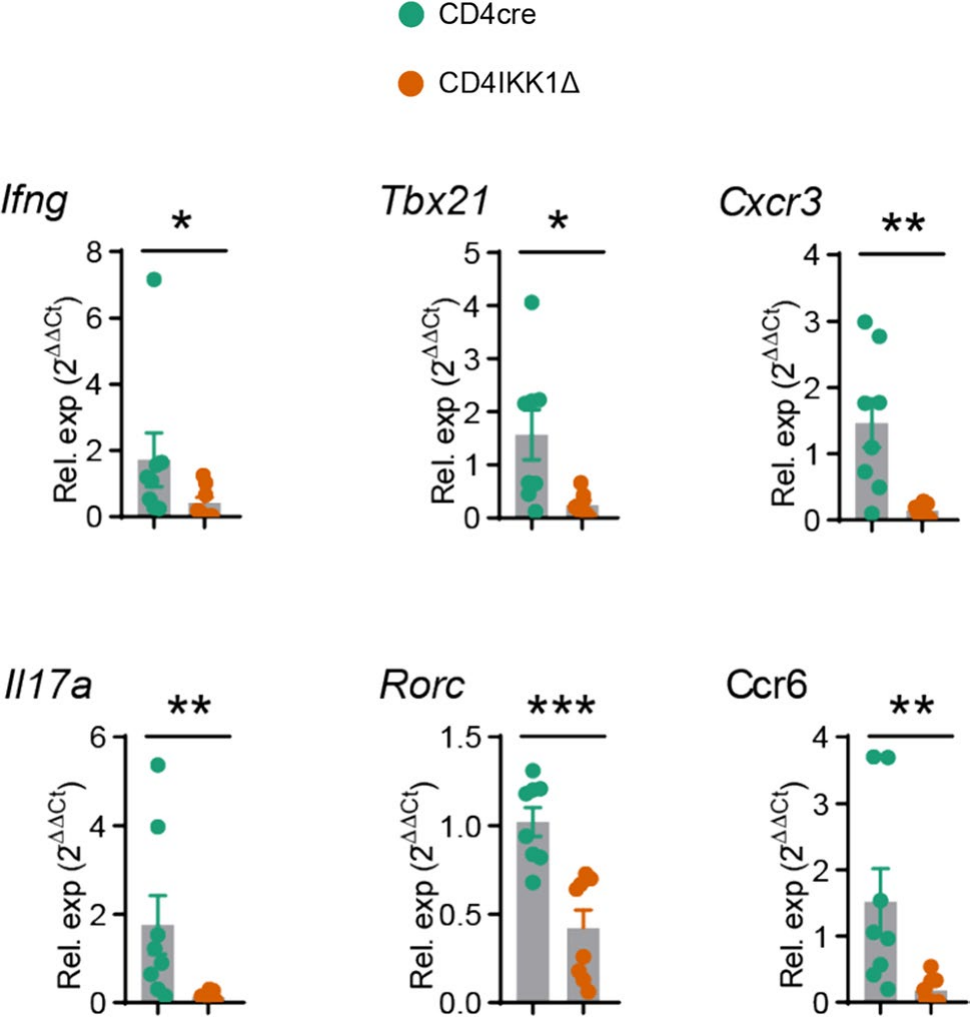
Deficiency of IKK1 in CD4^+^ T cells inhibit differentiation of effector T cells after IRI. RT-PCR analysis of renal *Ifng, Tbx21, Cxcr3, Il17, Rorc* and *Ccr6* expression in CD4cre or CD4IKK1Δ mice. (*P < 0.05, **P < 0.01, ***P < 0.005, ****P < 0.001)

Contrary to the results in CD4IKK1Δ mice, specifically deletion of NIK in CD4^+^ T cells did not inhibit differentiation of Th1/ Th17 cells after IRI-induction (Fig. S3).

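RNA sequencing libraries of renal CD4+ T cells from 3 mice labelled CD4NIKΔ were compared with the 3 CD4cre libraries, on the same day and with the same processing. In CD4NIKΔ mice the floxed gene is *Map3k14*, which encodes NIK. The estimated counts summed to between 15751632 and 21276839 per library (median 18707981), and 3 counts correspond to between 0.148 and 0.212 CPM. *Map3k14* lies on chromosome 11 of GRCm39 from 103110577 to 103158298. It had 506, 403 and 294 counts in the CD4cre libraries and 232, 626 and 337 counts in the libraries labelled CD4NIKΔ. This gave 17.95 ± 2.77 CPM and 22.5 ± 9.07 CPM (SD, n = 3 each) and a log2 fold change of 0.30 (standard error 0.36, FDR 0.575 from edgeR's quasi-likelihood test), so that the transcript was not lower in the libraries labelled CD4NIKΔ. T cell receptor constant-region transcripts had 60124, 111648 and 90324 counts in these libraries, more than in any CD4cre library.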

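In the libraries labelled CD4NIKΔ, 10 of 11 Th1 markers were higher than in CD4cre libraries, with a mean log2 fold change of 1.70 (FDR 1.33e-06 from edgeR's camera test). Of 13 Th17 markers, 12 were higher, with a mean log2 fold change of 2.34 (FDR 0.000235 from edgeR's camera test). With each library left out in turn, the means stayed between 1.57 and 1.93 for the Th1 markers and between 2.16 and 2.73 for the Th17 markers. An inter-gene correlation estimated from the data moved the FDR of both sets most, to 0.106 in edgeR's camera test, in a range over the alternatives set beforehand from 3.62e-09 for the Th1 markers and from 2.59e-06 for the Th17 markers. *Tbx21* had 196 ± 49.1 CPM (SD, n = 3) and a log2 fold change of 2.37 (standard error 0.30, FDR 0.00401 from edgeR's quasi-likelihood test). *Tbx21* stayed past the threshold in all 6 fits that left out 1 library. With adjustment for the score of non-T-cell transcripts it was at 2.84 but not past the threshold (FDR 0.0987 from the same test). When scaled to Pan T markers, chosen after seeing the data, *Tbx21* was at 0.35 (FDR 0.405 from the same test). *Ifng* had 203 ± 140 CPM in CD4cre mice and 906 ± 152 CPM in mice labelled CD4NIKΔ (SD, n = 3 each), a log2 fold change of 2.15 (standard error 0.43, FDR 0.0165 from edgeR's quasi-likelihood test). *Ifng* stayed past the threshold in 3 of 6 fits that left out 1 library. Adjustment for the score of non-T-cell transcripts gave 1.76 for *Ifng* (FDR 0.293 from the same test). The Pan T score as a covariate, chosen after seeing the data, gave 0.14 (FDR 0.988 from the same test). *Il17a* had 217, 733 and 288 counts, and its log2 fold change of 0.75 (standard error 0.64) was not past the threshold (FDR 0.426 from edgeR's quasi-likelihood test). Of 15 Pan T markers, 14 were higher as well, with a mean log2 fold change of 1.97 (FDR 1.18e-14 from edgeR's camera test), and the Th1 and Th17 scores taken relative to the Pan T score had an exact two-sided permutation p of 0.2 and 0.5, where the smallest p for 3 against 3 libraries is 0.1, so that this test cannot decide. When the libraries were scaled to the Pan T markers, an alternative chosen after seeing the data, the mean log2 fold change was −0.22 for the Th1 markers and 0.49 for the Th17 markers. The difference between these results was tested as the direct comparison of libraries labelled CD4IKK1Δ with those labelled CD4NIKΔ in 1 fit of all 11 libraries. There, all 11 Th1 markers were lower in libraries labelled CD4IKK1Δ, with a mean log2 fold change of −3.67 (FDR 1.86e-05 from edgeR's camera test), and all 13 Th17 markers were lower, with a mean of −3.87 (FDR 0.000110 from edgeR's camera test). The Pan T markers had a mean of −3.80. Adjustment for the score of non-T-cell transcripts left the Th1 and Th17 means at −1.27 and −1.65 (FDR 0.154 and 0.0369 from edgeR's camera test). Scaling to Pan T markers, chosen after seeing the data, turned the Th1 and Th17 means to 1.05 and 0.76. The paper reads its data from CD4NIKΔ mice as no inhibition of Th1 and Th17 differentiation, unlike in CD4IKK1Δ mice.

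**Figure D2:**
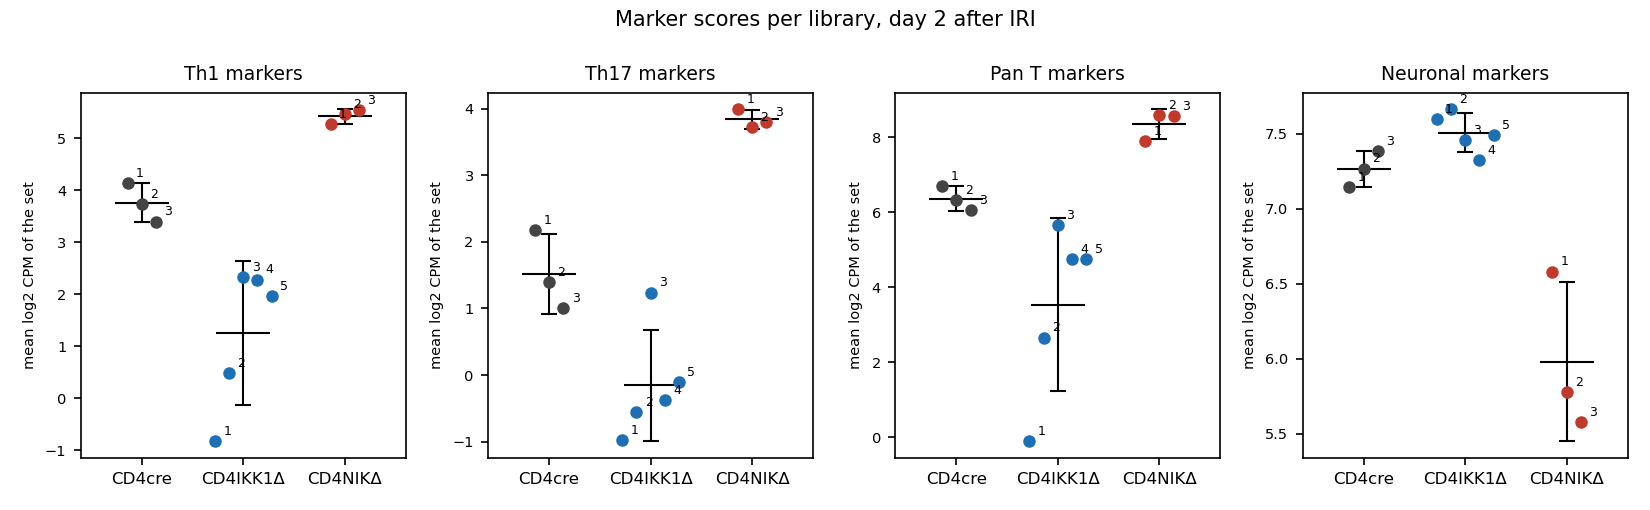
Mean log2 CPM per library of the Th1, Th17, Pan T and neuronal markers (y axis, log2 scale) in CD4cre (gray, n = 3), libraries labelled CD4IKK1Δ (blue, n = 5) and libraries labelled CD4NIKΔ (red, n = 3). Each point is 1 library with its replicate number, the wide line is the mean and the bars are ± SD; the Pan T score runs from −0.11 to 5.65 in libraries labelled CD4IKK1Δ, from 6.05 to 6.70 in CD4cre libraries and from 7.89 to 8.59 in libraries labelled CD4NIKΔ.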

In conclusion, IKK1 plays a significant pathogenic role in IRI by affecting the differentiation of CD4^+^T cells, and therapeutic inhibition of IKK1 specifically in CD4^+^T cells could reduce IRI damage.

## Discussion

The activation of NFκB plays a pivotal role in renal injury after IRI as we and others have shown previously [9, 15, 30]. NFκB is activated both in renal parenchymal and in infiltrating inflammatory cells after IRI-induction [31–35]. Therefore, in the current experiments using RNA sequencing analysis we now confirmed that (1) NFκB pathway is activated up to 28d after induction of IRI (Fig. 1) and (2) NFκB is activated both in renal parenchymal cells and infiltrating T cells (Fig. 2).

NFκB activation is induced by two major pathways, the canonical pathway with the kinase complex including NEMO-IKK2-IKK1 kinases and the non-canonical pathway with the NIK-IKK1 kinase complexes respectively [36–38]. To get further insight into the potential role of NFκB activation selectively in CD4^+^T cells after IRI-induction, we therefore specifically ablated IKK1, IKK2, NEMO, and NIK in CD4^+^ T cells via crossing CD4cre mice with the corresponding kinase-floxed animals. Lymphocyte-specific inhibiting of IKK1, but not IKK2, NEMO or NIK in CD4^+^ T cells protected mice from IRI (Fig. 3).

To the best of our knowledge these are the first experiments which demonstrate that specific inhibition of IKK1 selectively in CD4^+^ T cells had profound effects on kidney function and morphology after IRI-induction and further addresses the role of NFκB kinases in lymphocytes after renal IRI-injury we described previously [15]. It has been shown previously by others that inhibition of NFκB activation in renal tubular epithelial cells [33] and T cells using a super repressor form of an IkBα transgene [39] protected mice from IRI injury.

NFκB pathway activation controls the development of T cells and the differentiation of Th1, Th17 and Tregs [8, 40, 41]. It has been shown recently that Tregs, which have an inflammatory suppressive function, play an important role in the late phase of IRI [28]. We therefore focused on the early time points after IRI-induction and further addressed the question whether inhibition of NFκB pathway activation specifically in T cells could reduce the extent of IRI disease at 48 h after IRI-induction by affecting the differentiation of pro-inflammatory cells into Th1 and Th17 cells to further extend data published by us and others previously [42, 43].

Next, to examine possible treatment approaches in this IRI-model through IKK1 inhibition, animals were treated with KINK1 [29]. We could confirm our previously published data that systemic application of high concentration of KINK1 improved kidney function as shown by decreased BUN and creatinine serum levels (Fig. 4) [15]. This in vivo inhibition of IKK-activation is of course not T-cell specific and may also be due to reduced IKK-activation in tubular epithelial cells after IRI-induction. But it gives some preliminary insight that IKK1 might be an interesting candidate to be examined further as a treatment option in the IRI-model and other models of inflammatory renal disease. For clinical trials more specific IKK1-inhibitors are needed such as those now being explored to treat cancer [44, 45] and it has also to be proven first experimentally that treatment with a specific IKK1-inhibitor also reduces injury in the IRI-model even when given with some delay after the disease was established.

Next, we examined whether functional and morphological changes in control animals and mice with lymphocyte specific IKK1 deletion alters lymphocyte infiltration into kidneys by FACS analysis of CD4^+^T cells infiltrating kidneys 48 h after IRI-induction (Fig. 5). Inhibition of IKK1-activation selectively in CD4^+^T cells significantly reduced the percentage of IL17A and IFN-γ infiltrating cells in kidneys after IRI-induction which further supports the pathogenic role of IKK1 in T cells in this IRI model.

The pathogenetic role of Th17-cells in immune-mediated glomerular diseases and ischemia- reperfusion injury has been demonstrated recently by us and others [15, 22, 46–49]. The exact molecular mechanisms how Th17-cells are regulated once infiltrating into the kidney and how Th17-cells induce kidney injury by attacking endogenous renal glomerular, tubular epithelial and vascular endothelial cells or kidney fibroblasts remains to be defined [50–52].

To get further insight into the relevant mechanisms, we next isolated CD4^+^-lymphocytes from kidneys 48 h after IRI induction and single cell RNA sequencing was performed. Isolating CD4-positive T cells from sham-operated mice and animals 48 h after IRI-induction was unique in our experimental procedure when compared with similar data published by other groups which performed single cell sequencing from whole kidney extracts. This procedure allowed to further characterize the transcriptome profile of kidney infiltrating CD4^+^ T cells. Using this approach, we could convincingly demonstrate transcriptome activation in CD4^+^ T lymphocytes of CD4cre mice which was markedly reduced in CD4IKK1Δ animals (Fig. 6A). 

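The direction of change across the transcriptome was counted over the 15653 genes tested between libraries labelled CD4IKK1Δ and CD4cre libraries. Of these, 48.7% had a lower mean in libraries labelled CD4IKK1Δ, with a median log2 fold change of 0.02 over all genes. Among the genes with an unadjusted p-value under 0.05 in edgeR's quasi-likelihood test, 1394 were lower and 1198 higher, and 913 of the former and 150 of the latter changed more than 2-fold. The upper-quartile scaling shifted the median of all genes to 0.11, and the lower share of the genes with an unadjusted p-value under 0.05 fell from 53.8% to 39.5%, whereas it rose to 56% with RLE factors and to 59.5% with library size alone (median −0.009). All of these scalings are relative, and TMM places the median near 0 by construction. These shares and medians therefore cannot show or exclude a reduction common to most genes. The NFκB pathway activation score defined in the methods, the mean Z-score of 9 genes, was computed for each library. It was 0.168 ± 0.278 (SD, n = 3) in CD4cre mice and −0.675 ± 0.434 (SD, n = 5) in mice labelled CD4IKK1Δ, a difference of −0.843 (exact two-sided permutation p = 0.0536, where the smallest p is 0.0179). Without *Chuk* and *Map3k14* among its genes, the difference was −0.854 (exact two-sided permutation p = 0.0357). The score was not adjusted for the share of T cell RNA. In replicates 1 to 5 labelled CD4IKK1Δ it was −1.254, −0.976, −0.17, −0.457 and −0.517. T cell receptor transcripts had 2.65, 45.5, 645.9, 262.5 and 254.5 CPM there. The CD4cre libraries scored 0.281, 0.372 and −0.149 at 1378, 1107 and 630.1 CPM. The score was thus lowest where T cell RNA was scarcest, and does not separate NFκB activation from that share.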

Volcano blots showed differentially expressed genes (Fig. 6B) which will allow us to further characterize the differences of T cell activation between control and IKK1-deleted CD4^+^ T cells in the IRI model.

RNA sequencing, as one of the most high-profile biological research tools in recent years, has been used extensively in IRI research [53–58]. However, RNA sequencing has its limitations as RNA sequencing results are based on the captured RNA located in the cell, and if regulation occurs at the post-transcriptional or at the protein level, then the results of RNA sequencing may not match or even reverse the true level [59, 60] which has to be taken into account when further looking in more detail into the role of IKK1-induced NFκB transcription factors activation might play in the regulation of CD4^+^T cells in kidney inflammatory diseases, in particular IRI.

We next further examined GSEA enrichment plot comparing RNA sequencing result of renal CD4^+^T cells from CD4IKK1Δ mice and CD4cre control groups which showed that enriched genes of Th1 and Th17 differentiation pathway were profoundly reduced in IKK1-deleted T cells (Fig. 6E). 

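All 11 Th1 markers were lower in libraries labelled CD4IKK1Δ than in CD4cre libraries, with a mean log2 fold change of −1.96 (FDR 3.92e-07 from edgeR's camera test). Of 11 tested Th17 markers, 9 were lower, with a mean of −1.40 (FDR 0.000759 from edgeR's camera test). With each library left out in turn, the means stayed between −2.20 and −1.71 for the Th1 markers and between −1.96 and −0.97 for the Th17 markers. Pan T markers, which do not separate helper T cell types, were lower as well in 14 of 15 genes, with a mean log2 fold change of −1.82 (FDR 2.38e-07 from edgeR's camera test). The Th1 and Th17 scores taken relative to the Pan T score did not separate the groups (exact two-sided permutation p = 0.714 and 0.304), with libraries on both sides of the CD4cre mean. Scores have a floor set by the prior count, so where T cell RNA is scarce they cannot fall in step with Pan T. In replicate 1 the Th17 score was −0.971 beside a Pan T score of −0.106. Relative Th17 scores thus reached −0.865, against −5.05 to −4.53 in CD4cre libraries, and this test cannot decide. Adjustment for the score of non-T-cell transcripts moved the means most among the alternatives set beforehand, to −0.46 for the Th1 markers and 0.14 for the Th17 markers (FDR 0.668 and 0.163 from edgeR's camera test, in ranges from 5.17e-09 to 0.668 and from 8.31e-05 to 0.163). That score holds myeloid, neutrophil and B cell markers, not neuronal ones. Its myeloid markers averaged 1.73 to 2.69 in libraries labelled CD4IKK1Δ and 2.97 to 4.03 in CD4cre libraries. As these ranges do not overlap, the adjustment can also remove a difference that follows the genotype. When the libraries were scaled to the Pan T markers, an alternative chosen after seeing the data, the means were 0.83 and 1.63. From the reduced genes of Th1 and Th17 differentiation, the paper reasons that CD4+ T cells differentiate less towards Th1 and Th17 when IKK1 is inhibited.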

Mechanistically, we therefore could demonstrate that inhibition of IKK1 impaired the ability of CD4^+^T cells to differentiate towards Th1 and Th17 and thereby reduced the pathogenicity of CD4^+^T cells and improved kidney function after IRI-induction.

Our findings are in accordance with data published previously in which IKK1 has been shown to be a key transcriptional regulator of the Th17 lineage and maintained the Th17 phenotype by activating the Il17a gene [61, 62]. It is therefore reasonable to assume that inhibition of IKK1 in CD4^+^ T cells in our study reduced the severity of IRI through effecting the activation of non-canonical NFκB pathway. The fact that in our experiments no protective effect was obtained for NIK inhibition in CD4^+^T cells in this IRI model may be attributable to other unidentified, NIK-independent molecules that regulate the activation of IKK in the non-canonical NFκB pathway as for example has been shown recently that IKKα-dependent phosphorylation of S376 stimulated whereas IKKα-independent phosphorylation of S484 inhibited RORγt function in Th17 differentiation [63].

IKK1-inhibition may also affect regulation of Tregs. Inhibition of IKK1 in kidneys using shRNA-IKK1 lentiviral vectors or using conditional knockout mice (Ksp-IKKα^−/−^) in which the IKK1 gene was specifically disrupted in renal TECs before IRI-induction, renal damage was reduced through IL10-producing regulatory T cells [64]. Regulatory T cells play an important role during the resolution phase after IRI-induction [28, 65–67].

What is known about the potential therapeutic approaches targeting canonical NFκB signaling in the early inflammatory response to renal IRI has been summarized in excellent reviews recently [13]. Our data now add the non-canonical NFκB signaling via IKK1 activation as an additional potential therapeutic target in the IRI-model and therefore also extends our previously published data that lymphocyte specific IKK2 and NEMO deletion accelerates renal damage in the IRI mouse model [15].

The role NFκB pathway inhibition plays after IRI induction has also to be placed in the context of a multiplayer process in the induction and also resolution phase of the disease as many pathways of the immune response are also activated after IRI-induction [68–73]. The interaction of these pathways with the NFκB pathway has to be addressed in more detail.

Much remains to be learned about the role of non-canonical and canonical NFκB pathway inhibition by IKK1 and IKK2 in lymphocytes in renal diseases, and time dependence after disease induction and differential activation of lymphocytes subsets in immune-mediated and non-immune-mediated disease models has to be evaluated further. However, our current experiments show that IKK1-inhibition in lymphocytes might be a candidate to be evaluated further as a treatment option in kidney diseases. We and others have shown previously that the activation of T cells with suppressive function, Tregs, is critical depend on the activation of IKK2 so that the activation of IKK1 and IKK2 play critical roles in different T-cell subset activation [74–77] and therefore might be therapeutic targets to inhibit or activate different T-cell subpopulations at different time points as kidney diseases progress.

In conclusion, based on our current data, we propose that inhibition of IKK1 could impair the ability of CD4^+^T cells to differentiate towards Th1 and Th17 cells by affecting the activation of the NFκB non-classical pathway, thereby reducing the extent of IRI damage.

### Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

Supplementary file2

Supplementary file3

## Data Availability

All raw data are available via the Sequence Read Archive via GEO (GSE217696).

# Supplementary material for: IKK1 aggravates ischemia–reperfusion kidney injury by promoting the differentiation of effector T cells
**Source:** Cell Mol Life Sci. 2023 Apr 19;80(5):125. doi: 10.1007/s00018-023-04763-2
**Supplement:** Supplementary file 1 — Supplementary file1

**Supplementary Information**

**
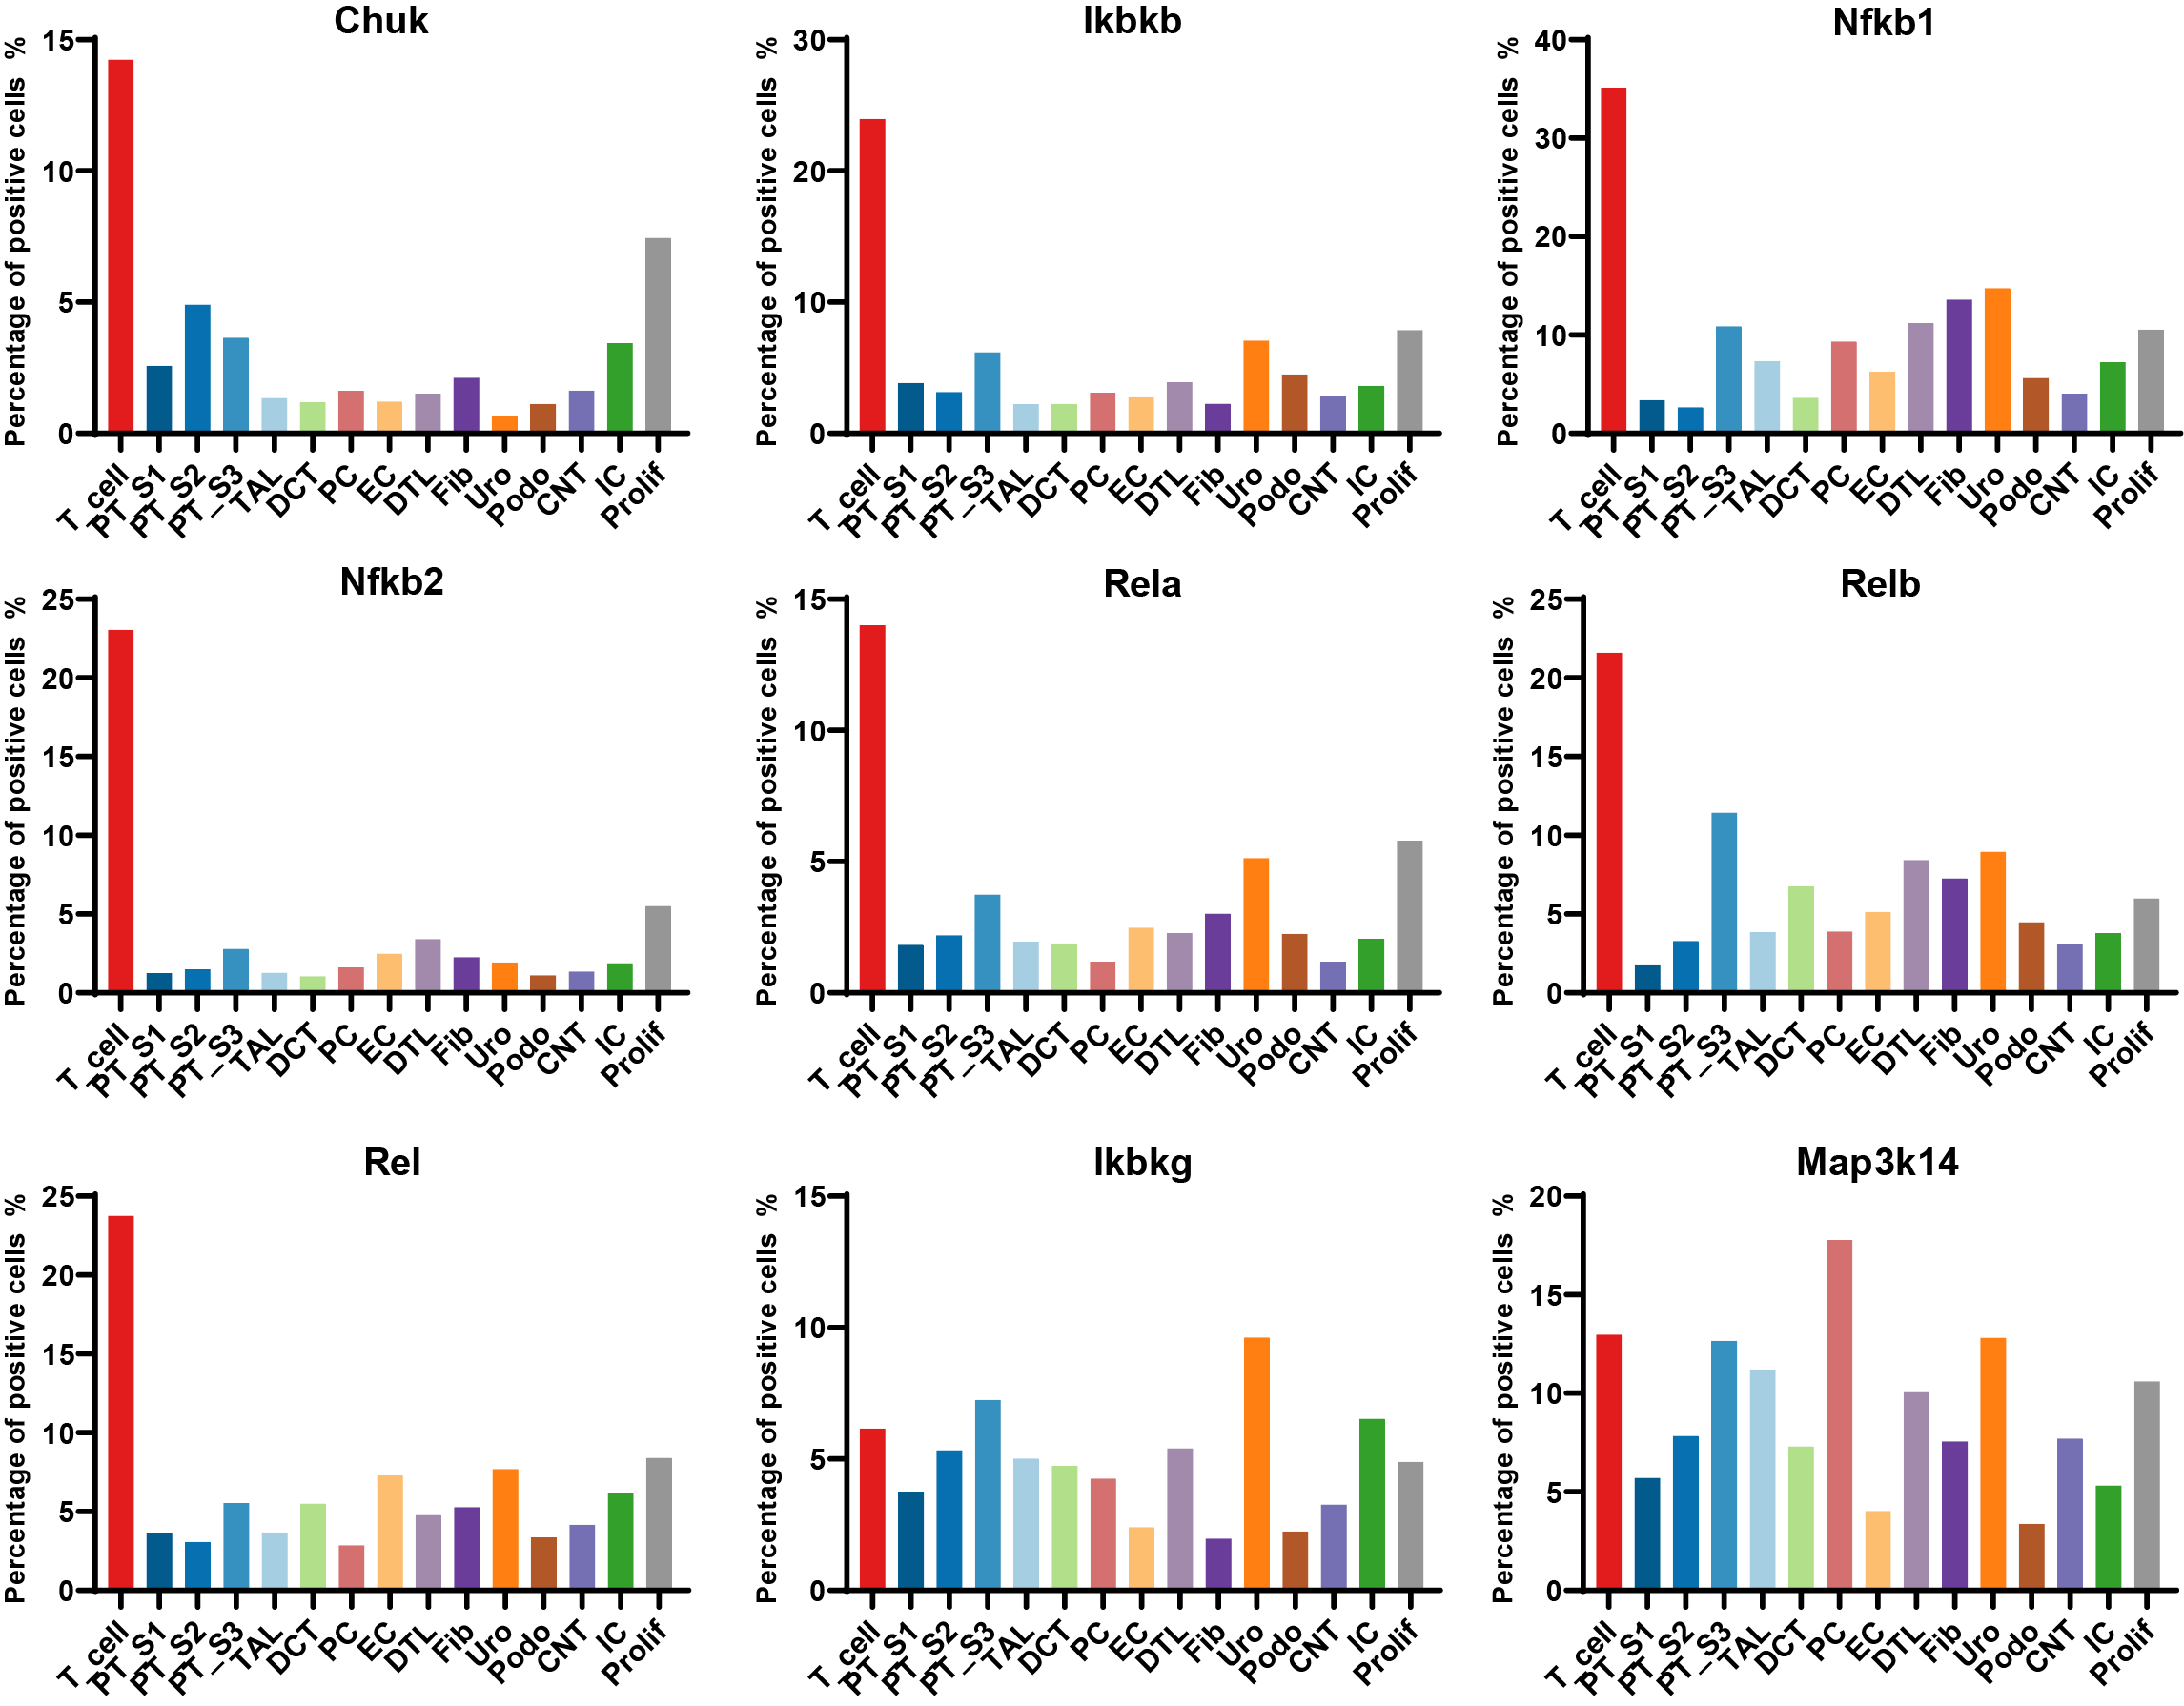
**

**Fig. S1: Proportion of NFkB pathway related gene positive cells in different cell types in kidneys after IRI-induction at day 2.**

**
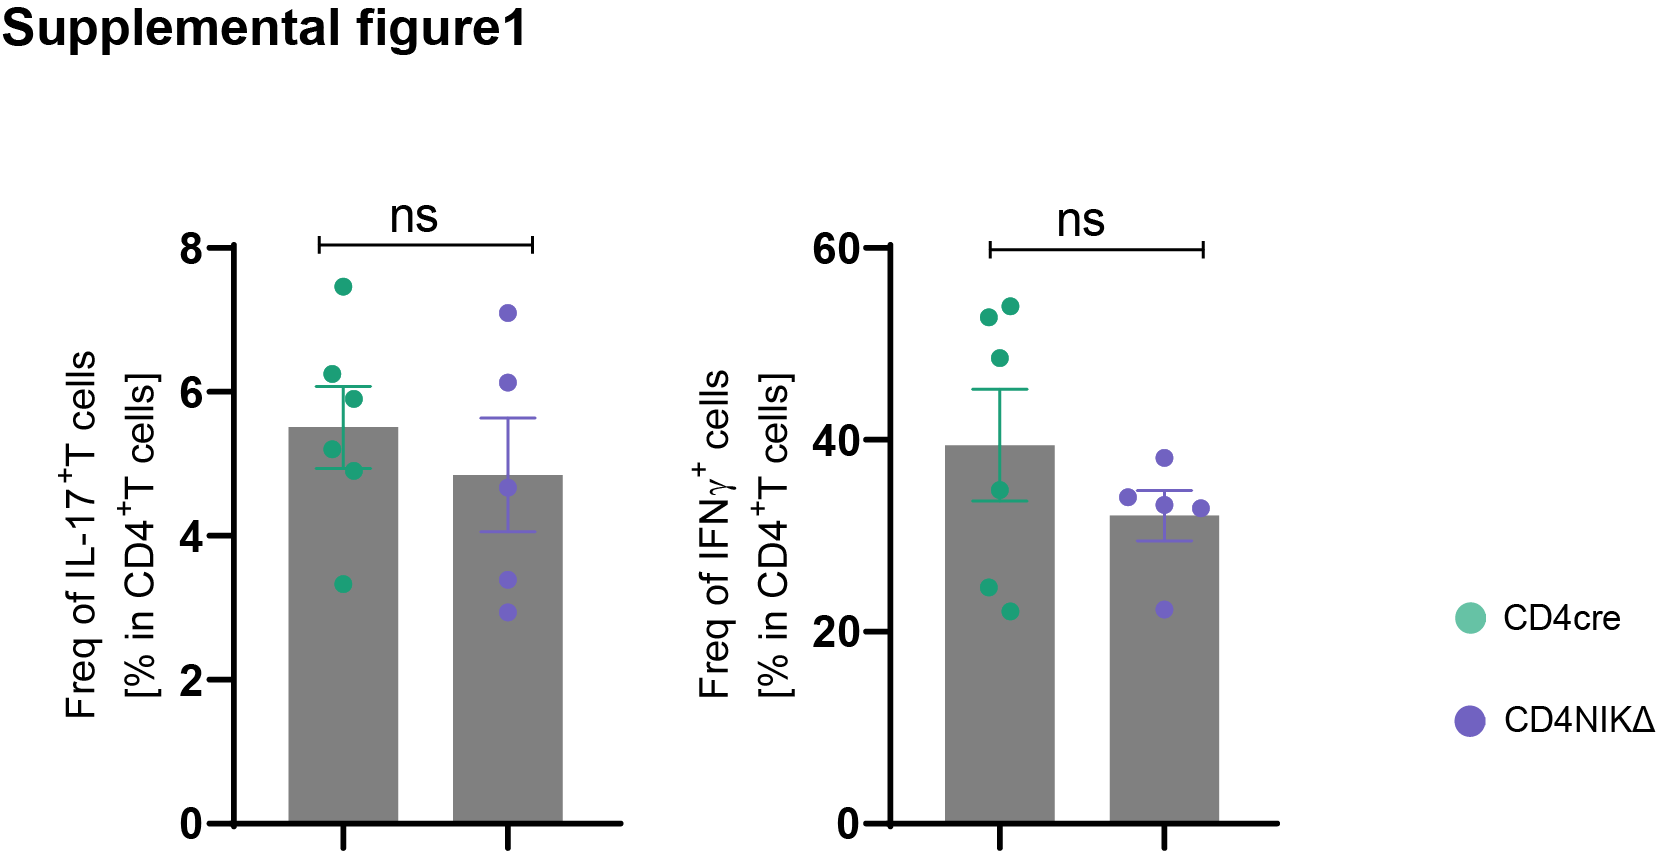
**

**Fig. S2: Deficiency of NIK in CD4^+^ T cells has no effect on cytokines production during IRI .**

Quantification of indicated cytokines produced in renal CD4^+^T cells from CD4cre and CD4NIKΔ mice. Symbols represent individual data points with the mean as a bar.

**
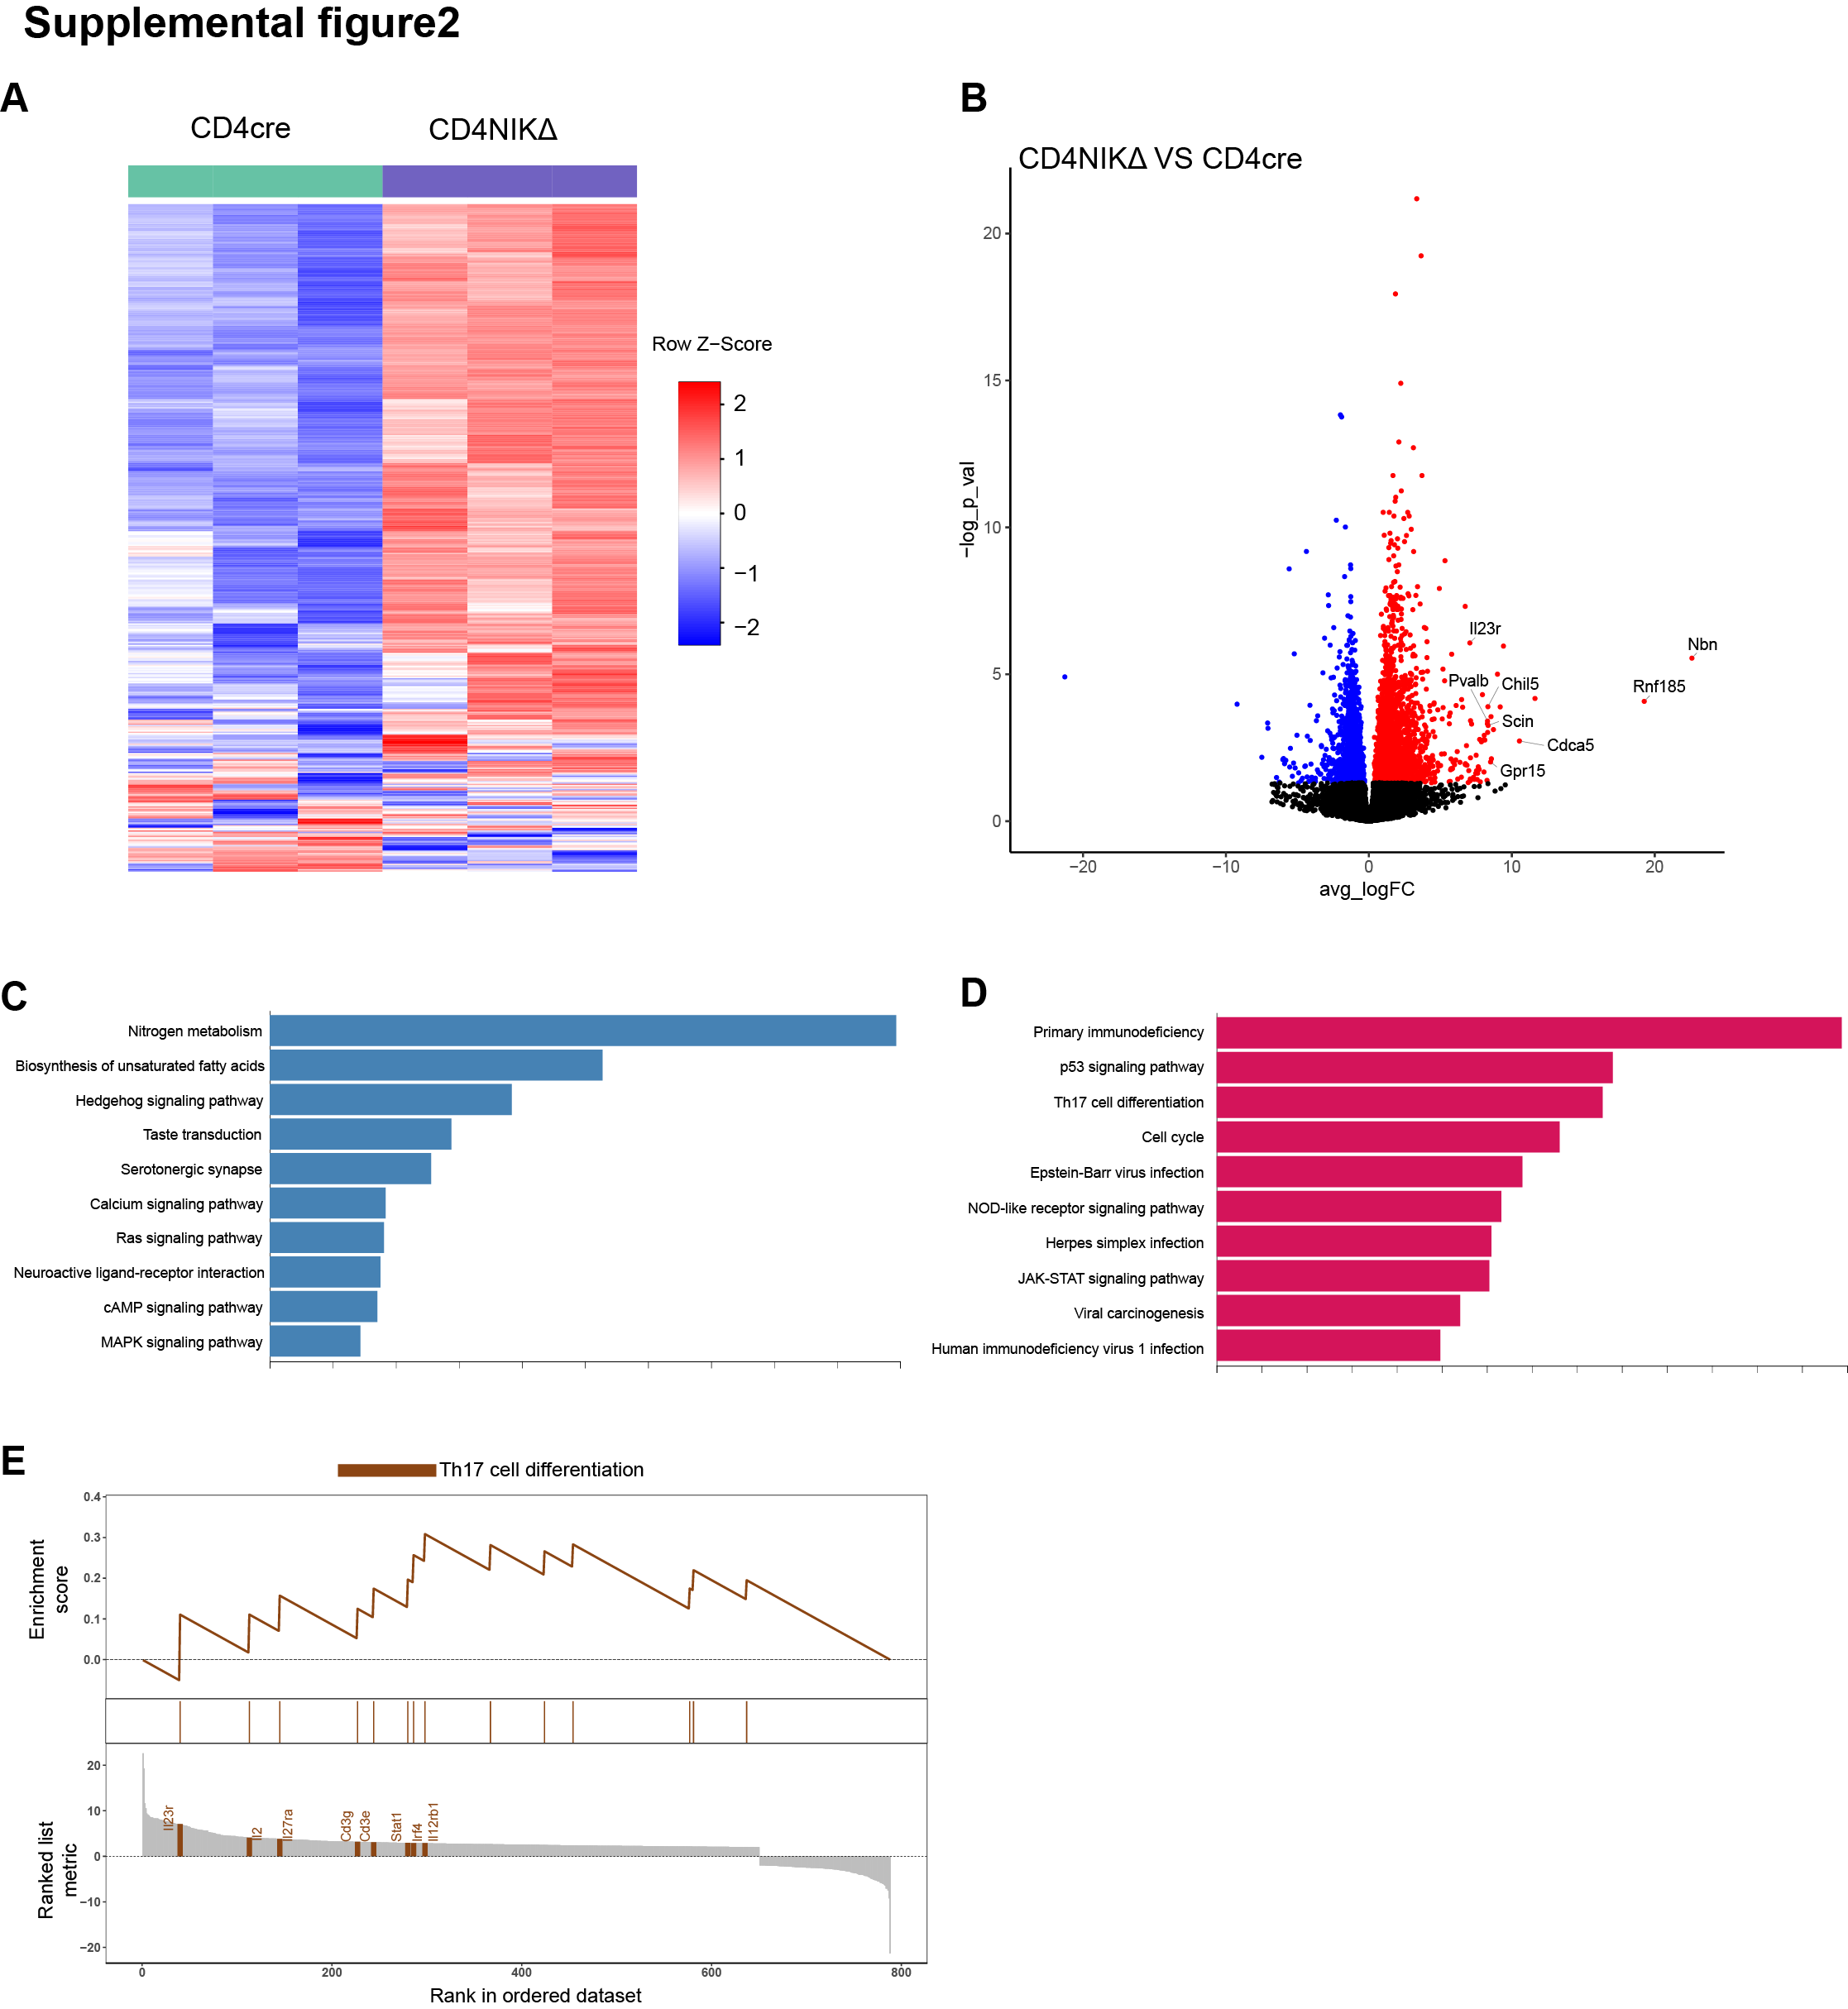
**

**Fig. S3: NIK has no effect on the pathogenicity of CD4^+^ T cells during IRI.**

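Between the libraries labelled CD4NIKΔ and the CD4cre libraries, 15209 genes were tested with edgeR's quasi-likelihood test, of which 1063 were down-regulated and 1586 up-regulated in libraries labelled CD4NIKΔ at an FDR under 0.05 with a more than 2-fold difference. DESeq2 called 1660 and 2213 genes, and 2631 genes were called by both tools. Adjustment for the score of non-T-cell transcripts left 0 genes in either direction, with 2355 genes at an unadjusted p-value under 0.05. The mean Spearman's rho between libraries was 0.950 among the 3 pairs labelled CD4NIKΔ and 0.875 among the 9 pairs with 1 library from each group. The mean within groups exceeded that between groups by 0.0691 (exact one-sided permutation p = 0.1, the smallest p that 3 against 3 libraries allow). *Il23r*, the gene of the interleukin-23 receptor on chromosome 6 of GRCm39 from 67391313 to 67468888, had 2, 3 and 0 counts in the CD4cre libraries and 362, 67 and 69 counts in the libraries labelled CD4NIKΔ. Since all CD4cre libraries were at or under 3 counts, it was at least 62.4-fold higher (FDR 0.00950 from edgeR's quasi-likelihood test). This bound uses the mean of the 3 libraries labelled CD4NIKΔ and leans on replicate 1, since they had 20.0, 3.30 and 4.87 CPM. Without that replicate, the log2 fold change of *Il23r* went from 6.86 to 5.66. *Irf4*, on chromosome 13 from 30933209 to 30950959, had a log2 fold change of 2.80 (standard error 1.19, FDR 0.127 from edgeR's quasi-likelihood test), with 183, 10 and 5 counts in the CD4cre libraries. *Cd3e* rose by a log2 fold change of 2.96 (standard error 0.41, FDR 0.00501 from edgeR's quasi-likelihood test). Among genes past the threshold whose groups did not overlap, the 5 with the largest rise were *Sms-ps*, *Cdca5*, *Klra3*, *Susd2* and *Timm10*. None of them had a count in the CD4cre libraries, and they were at least 163-fold, 77.0-fold, 38.5-fold, 35.6-fold and 31.3-fold higher. *Sms-ps* is annotated as a processed pseudogene and *Klra3* belongs to a family of near-identical receptor genes, so reads shared with their copies make these values uncertain. The 5 with the largest fall, *Akap14*, *Adam18*, *Skint1*, *Prl2c3* and *Fam163a*, had at most 1 count in any library labelled CD4NIKΔ and were at least 3.11-fold to 7.30-fold lower. With each library left out in turn, these falls stayed past the threshold in 2, 2, 1, 0 and 2 of 6 fits, in the order named. The 5 largest rises did so in all 6 fits.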

**(A)** Heatmap shows 200 random genes expressed by renal CD4^+^ T cells from CD4cre (N=3) and CD4NIK1Δ (N=3) mice on day 2 after IRI. **(B)** Volcano plot shows differentially expressed genes (DEG) between CD4^+^ T cells from CD4cre and CD4NIKΔ (blue: downregulated in CD4NIKΔ; red: upregulated in CD4NIKΔ; black: adjusted p value less than 0.05). **(C)** Bar plot shows top 10 enriched KEGG pathways of downregulated genes in CD4^+^ T cells of CD4NIKΔ mice. **(D)** Bar plot shows top 10 enriched KEGG pathways of upregulated genes in CD4^+^ T cells of CD4NIKΔ mice. **(E)** GSEA enrichment plot shows enriched genes of Th17 differentiation pathway.

How the deposited data were processed for this re-analysis (not part of the article)

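RNA sequencing of renal CD4+ T cells on day 2 after IRI was used from 3 CD4cre mice, 5 mice labelled CD4IKK1Δ and 3 mice labelled CD4NIKΔ, 1 library per mouse, grouped by the genotype in the sample labels. The authors trimmed the reads with Trimmomatic, obtained estimated counts per transcript of the mouse assembly GRCm39 with kallisto and deposited them as 1 estimated count per gene symbol and library, without normalization or filtering, for 35814 symbols in 11 libraries. The kallisto version and the annotation are not stated in the paper. Of the symbols, 33508 (93.6%) are in the GENCODE mouse set of release 39, from which coordinates on GRCm39 were taken. Total estimated counts ran from 15751632 to 25737046 per library, which makes 3 counts between 0.115 and 0.212 CPM. These 3 counts were used as the floor, and a fold against a group with all libraries at or under it is given as a lower bound. All 55 pairs of libraries were checked for identical values, and none were found.

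The estimated counts were rounded to whole numbers. Each comparison with CD4cre used its own groups, and the comparison of CD4IKK1Δ with CD4NIKΔ used all 11 libraries. Genes were filtered by edgeR's expression filter (15653, 15209 and 16546 genes tested), normalized by TMM (factors from 0.8995 to 1.0493) and tested with edgeR's robust quasi-likelihood F test (edgeR 4.0.16, R 4.3.3) with Benjamini-Hochberg adjustment, with a threshold of an FDR under 0.05 and a more than 2-fold difference. Standard errors of the log2 fold changes were taken from the F statistic. Gene sets were tested with camera at an inter-gene correlation of 0.01 (limma 3.58.1) and adjusted over the 24 sets whose lists were written by hand before the data were examined, as were the tests, the alternatives and the rule for the genes named. Another 5 sets, the neuronal markers among them, were added later. The genes named are those of the paper's text and figures for this experiment, the RT-PCR genes of Fig. 7, the genes of the NFκB score, members of the discussed sets, and for each comparison the 5 largest rises and 5 largest falls among genes past the threshold whose groups do not overlap. CPM were computed with TMM factors, and scores are means of log2 CPM with a prior count of 2. Single values were compared by exact permutation of the libraries. The tests were checked on simulated data, with counts drawn from the means and spread of the libraries and 200 genes changed.

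The alternatives were DESeq2 (1.42.0) with the libraries of the comparison or all 11 libraries, RLE, upper-quartile and no normalization factors, filters of 1 count in any and 10 counts in every library, all 11 libraries in edgeR's fit, a fit that is not robust, the replicate number of the labels as a block, other fold thresholds, counts thinned to the smallest library, a score of non-T-cell transcripts as a covariate, other gene set tests, lists without MHC class II genes, and leaving out each library in turn. The Pan T score as a covariate, scaling to Pan T markers and a DESeq2 threshold on an absolute log2 fold change over 2 were added after seeing the data. The score of non-T-cell transcripts is the mean log2 CPM of the myeloid and dendritic cell, neutrophil and B cell markers. It leaves out the neuronal markers. Some genes that the rule selects and 1 test of an explanation are not reported here. The KEGG lists were not used here, and the enriched terms of the paper were not tested. Reads were not analysed here, so that the deleted exons could not be examined.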

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

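The tests in this part were all chosen only after the results were seen. In the libraries labelled CD4IKK1Δ, replicate 3 was far from the other 4 for *Ccr6*. The gap to the nearest library took 0.884 of the group's range (counts 0, 0, 53, 1 and 0). In all, 26 results were examined in this way with a limit of 0.71, and 1.3 are expected beyond it by chance. More T cell RNA in replicate 3 was tested as an explanation. Of the *Ccr6* counts of replicates 3 to 5, 98.1% lay in replicate 3, against 51.1% of the T cell receptor counts (exact binomial p = 1.04e-14). The share of T cell RNA alone goes against the *Ccr6* counts, but counts of amplified reads are not independent molecules, and sampling of few cells was not tested. No biological explanation was tested for a single library.

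The Th1 and Th17 markers differed between the libraries labelled CD4IKK1Δ and those labelled CD4NIKΔ, whose target genes were not past the threshold against CD4cre libraries. The direct comparison of libraries labelled CD4IKK1Δ with libraries labelled CD4NIKΔ gave mean log2 fold changes of −3.67 and −3.87 (FDR 1.86e-05 and 0.000110 from edgeR's camera test), with 11 of 11 and 13 of 13 genes lower, and scaling to Pan T markers, chosen after seeing the data, turned them to 1.05 and 0.76. Adjustment for the score of non-T-cell transcripts left the Th1 markers at −1.27 (FDR 0.154 from edgeR's camera test, range over the alternatives from 4.56e-08 to 0.154) and the Pan T markers at −0.018, but the Th17 markers at −1.65 and still past the threshold (FDR 0.0369 from the same test, range from 7.49e-07 to 0.12), where scaling to Pan T markers gave 0.76. A different share of T cell RNA may explain part of this. In libraries labelled CD4IKK1Δ the Pan T markers were lower by a mean log2 fold change of −1.82 and the neuronal markers higher by 0.249 (scaling to Pan T markers sets the former near 0 by construction, at 0.26). In libraries labelled CD4NIKΔ the Pan T markers had a mean of 1.97 and the neuronal markers of −1.23 (at −0.0085 by construction for the former when scaled to Pan T markers). Relative to the Pan T score, the Th1 and Th17 scores gave no separation from CD4cre libraries (exact two-sided permutation p = 0.714 and 0.304 for libraries labelled CD4IKK1Δ, 0.2 and 0.5 for libraries labelled CD4NIKΔ). The absence of a separation in so few libraries does not exclude a difference, and 3 against 3 libraries cannot give a p under 0.1. Genes near the floor also raise the relative scores where T cell RNA is scarce. A lower depth was tested by thinning all counts to the smallest library, which left the Th17 markers at −1.40 in libraries labelled CD4IKK1Δ (scaling to Pan T markers turned them to 1.63), but these values were already normalized for depth, so the test says little about it. Whether the deletions affect differentiation beyond the share of T cell RNA is left open by these tests.

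Transcripts of neurons and glia, which the paper does not discuss, were present in every library. The 18 neuronal markers held a median of 0.73% of all counts (range 0.173% to 0.852%), and their list was written after some of the most abundant genes had been seen. Brain RNA may be a source, since *Slc17a7*, *Mbp* and *Slc1a3*, which mark forebrain neurons, oligodendrocytes and astrocytes, each had over 3 counts in all 11 libraries, with at least 2196, 1617 and 292 counts. Expression by the T cells goes against the data, since the neuronal markers fell by a mean log2 fold change of −1.23 in libraries labelled CD4NIKΔ, where the Pan T markers rose (−0.0085 by construction when scaled to Pan T markers), although with the Pan T score as a covariate, chosen after seeing the data, the neuronal mean was 0.60. How such RNA entered the libraries was not tested.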

How the results depend on the processing

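All tests of explanations in this part were chosen only after the results were seen. In the text below, CD4IKK1Δ against CD4cre means the libraries labelled CD4IKK1Δ against the CD4cre libraries, and likewise for the others. The mean log2 fold changes of the differentiation lists and of the MHC class II genes in CD4IKK1Δ against CD4cre kept their sign under every alternative set beforehand. Those of the Th1, Th17 and Pan T markers, both lists and the MHC class II genes in CD4NIKΔ against CD4cre, and of the Th1, Th17 and Pan T markers and MHC class II genes in CD4IKK1Δ against CD4NIKΔ, did so too. The exceptions in sign and threshold are given here, and the cause was not tested unless a value is named.

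In CD4IKK1Δ against CD4cre, edgeR called no gene, with 2592 genes at an unadjusted p under 0.05. DESeq2 called 511 lower and 41 higher genes, and 645 and 65 with all 11 libraries in the fit. DESeq2 called in CD4NIKΔ against CD4cre 1660 lower genes against 1063 with edgeR. On simulated counts with 200 genes changed by a log2 fold change of 2, edgeR recovered 30% in CD4IKK1Δ against CD4cre, 45% in CD4NIKΔ against CD4cre and 41.5% in CD4IKK1Δ against CD4NIKΔ, with 2, 7 and 2 false calls, whereas DESeq2 recovered 50.5%, 62% and 59.5% with 49, 47 and 84 false calls. edgeR recovered 67.5%, 83% and 73% with a lower dispersion, so the spread between these libraries limits how many genes either tool can call. Thresholds of DESeq2 on an absolute log2 fold change over 2 were chosen after seeing the data. They gave 229 and 16 genes in CD4IKK1Δ against CD4cre, 222 and 931 in CD4NIKΔ against CD4cre and 395 higher genes in CD4IKK1Δ against CD4NIKΔ. With all 11 libraries in that fit the numbers were 399 and 43, 133 and 613, and 373. In CD4IKK1Δ against CD4cre, truncated counts gave 230 and 18, and genes with 10 counts in total gave 226 and 17.

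With edgeR in CD4IKK1Δ against CD4cre, RLE and upper-quartile factors and thinning to the smallest library each called 1 lower gene, *Arl4d*, which is named here after its values were seen. Keeping genes with 1 count in any library gave 48 lower genes, all 11 libraries in the fit gave 129, and genes with 10 counts in every library gave 156 lower genes and 3 higher genes, *Celsr3*, *Mpdz* and *Nrp2*, named after their values were seen. Upper-quartile factors gave 1717 lower genes and all 11 libraries in the fit 865 higher genes in CD4NIKΔ against CD4cre. A test against a 2-fold change in place of the fold threshold gave 8 lower and 304 higher genes in CD4NIKΔ against CD4cre and 1644 and 659 in CD4IKK1Δ against CD4NIKΔ, against 3068 and 2444. Upper-quartile factors moved the median log2 fold change of all genes from −0.024 to −0.157 in CD4NIKΔ against CD4cre and from 0.057 to 0.302 in CD4IKK1Δ against CD4NIKΔ, and library size alone moved it to −0.147 and 0.164 in the same comparisons. Relative to TMM, the lower share of called genes in CD4NIKΔ against CD4cre went from 40.1% to 55.1% with upper-quartile factors and 51% with library size alone, and in CD4IKK1Δ against CD4NIKΔ from 55.7% to 44.5% with upper-quartile factors.

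Genes with 10 counts in every library gave a mean log2 fold change of the Th17 markers in CD4IKK1Δ against CD4cre of −0.61 (FDR 0.0837 from edgeR's camera test, range over the alternatives from 8.31e-05 to 0.163), and in CD4IKK1Δ against CD4NIKΔ of −1.95 for the MHC class II genes and −1.28 for the myeloid markers. In CD4NIKΔ against CD4cre, the MHC class II genes were no longer past the threshold with all 11 libraries in the fit (0.95), after thinning (0.95) and with edgeR's fry test (0.93), and the myeloid markers turned to 0.017 with genes of 1 count in any library. With edgeR's fry test the Pan T markers in CD4IKK1Δ against CD4cre (−1.82) had an FDR of 0.05003, in a range from 1.79e-10 to 0.151. That filter of 10 counts removed *Il17a*, *Il2ra*, *H2-Ab1*, *Ifng*, *Cxcr3*, *Ccr6*, *Cd3e*, *Trac*, *Klk1*, *Kifap3* and *Trgc4* in CD4IKK1Δ against CD4cre, *Il23r* and *Irf4* and the 10 genes of largest change in CD4NIKΔ against CD4cre, and *Il17a*, *Cd3e* and the 10 genes of largest change in CD4IKK1Δ against CD4NIKΔ, so that it gives no value for them. DESeq2 gave no adjusted p for *Ccr6* in CD4IKK1Δ against CD4cre, and with all 11 libraries none for *Adam18*, *Fam163a*, *Prl2c3* and *Skint1* in CD4NIKΔ against CD4cre and for *Ddx19b* and *Timp2* in CD4IKK1Δ against CD4NIKΔ. *Ccr6* was not tested in CD4IKK1Δ against CD4cre without CD4IKK1Δ replicate 3, nor *Skint1* in CD4NIKΔ against CD4cre after thinning.

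An inter-gene correlation estimated from the data leaves the means as they are and left none of these past the threshold: −1.96, −1.40, −1.23, −1.29, −1.82 and −1.42 in CD4IKK1Δ against CD4cre for the Th1 markers, Th17 markers, Th17 list, Th1 and Th2 list, Pan T markers and myeloid markers (FDR from edgeR's camera test from 0.081 to 0.151), 1.70, 2.34, 1.23, 0.98, 1.97 and 0.93 in CD4NIKΔ against CD4cre for the first 5 of these and the MHC class II genes (from 0.106 to 0.359), and −3.67, −3.87, −3.80, −3.53 and −1.29 in CD4IKK1Δ against CD4NIKΔ for the Th1, Th17 and Pan T markers, MHC class II genes and myeloid markers (from 0.12 to 0.313).

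Adjustment for the score of non-T-cell transcripts gave in CD4IKK1Δ against CD4cre −0.46 for the Th1 markers, 0.14 for the Th17 markers, 0.29 for the Pan T markers and 0.29 for the myeloid markers, and turned *Ifng* to 0.049, *Cxcr3* to 0.32, *Ccr6* to 7.62 and *Trac* to 0.24. In CD4NIKΔ against CD4cre it gave 0 lower and 0 higher genes, with 2355 at an unadjusted p under 0.05, 0.68 for the MHC class II genes, −0.86 for the myeloid markers and −0.20 for *Il17a*. In CD4IKK1Δ against CD4NIKΔ it gave 0 lower and 0 higher genes, with 1961 at an unadjusted p under 0.05, −1.27 for the Th1 markers, −0.018 for the Pan T markers, −1.66 for the MHC class II genes and 0.83 for the myeloid markers.

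The Pan T score as a covariate was chosen after seeing the data. It gave in CD4IKK1Δ against CD4cre −0.47 for the Th1 markers, −0.00062 for the Th17 markers and 0.19 for the Pan T markers, and turned *Chuk* to 0.059, *Ifng* to 0.35, *Cxcr3* to 0.81, *Ccr6* to 2.16, *Cd3e* to 0.051 and *Trac* to 0.65. In CD4NIKΔ against CD4cre it gave 0 lower and 0 higher genes, with 883 at an unadjusted p under 0.05, and 0.38, 1.52, −0.070, −0.026, 0.095, 0.72 and 0.60 for the Th1 markers, Th17 markers, Th17 list, Th1 and Th2 list, Pan T markers, MHC class II genes and neuronal markers. There *Chuk* turned to −0.62, *Map3k14* to −2.02, *Irf4* to −6.25 and *Il17a* to −4.09. In CD4IKK1Δ against CD4NIKΔ it gave 490 lower and 512 higher genes, −0.93, −0.80, 0.32 and −0.26 for the Th1, Th17, Pan T and myeloid markers and 1.92 for *Il17a*.

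Scaling to the Pan T markers, also chosen after seeing the data, gave in CD4IKK1Δ against CD4cre 0.83, 1.63, 2.06, 2.03, 0.26, 0.53 and 2.42 for the Th1 markers, Th17 markers, Th17 list, Th1 and Th2 list, Pan T markers, MHC class II genes and myeloid markers, and 4.08 for *Chuk*, 1.67 for *Map3k14* and 0.94 for *Il2ra*. In CD4NIKΔ against CD4cre it gave 9683 lower and 143 higher genes, −0.22, −0.72, −0.98, −0.0085 and −1.05 for the Th1 markers, Th17 list, Th1 and Th2 list, Pan T markers and MHC class II genes, and −1.45 for *Chuk*, −1.73 for *Map3k14* and −1.15 for *Il17a*. In CD4IKK1Δ against CD4NIKΔ it gave 68 lower and 13858 higher genes and 1.05, 0.76, 0.27, 1.56 and 4.42 for the Th1, Th17 and Pan T markers, MHC class II genes and myeloid markers. It sets the scale by T cell transcripts alone, which places the Pan T mean near 0 by construction and moves all other genes together.

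Across the 8 fits of CD4IKK1Δ against CD4cre that each left out 1 library, the lower genes ranged from 0 to 23, the higher genes from 0 to 1, *Chuk* from −0.29 to 0.31 and the difference in rho from 0.0101 to 0.0302. The genes called without CD4IKK1Δ replicate 1 (*Arl4d*, *H2-K2*, *Pdcd1* and *Tob2*), without CD4cre replicate 3 (*Arl4d* and *Irf2bp2*) and without CD4IKK1Δ replicate 3 (higher, *Celsr3*) are named after their values were seen. The NFκB score difference ranged from −0.959 to −0.721 and was −0.854 without *Chuk* and *Map3k14*. Across the 6 fits of CD4NIKΔ against CD4cre, the lower genes ranged from 60 to 1773, the higher genes from 614 to 1703, the MHC class II genes from 0.60 to 1.15 and the myeloid markers from −0.41 to 0.29. Across the 8 fits of CD4IKK1Δ against CD4NIKΔ, the myeloid markers ranged from −1.51 to −1.21. Among named genes and other values, 30 other results changed in CD4IKK1Δ against CD4cre (2 weaker, 28 stronger), 83 in CD4NIKΔ against CD4cre (81 weaker, 2 stronger) and 39 in CD4IKK1Δ against CD4NIKΔ, all of them weaker.

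The libraries share replicate numbers, which belong to different animals. Deviations of same-numbered libraries from their group means had a mean correlation of −0.019 in CD4IKK1Δ against CD4cre, −0.052 in CD4NIKΔ against CD4cre and 0.03 in CD4IKK1Δ against CD4NIKΔ, so the numbers do not pair the libraries. With the replicate number as a block, 3 lower genes were called in CD4IKK1Δ against CD4cre (*Hbb-bs*, *Hbb-bt* and *Klk1*, named after their values were seen), 190 lower and 995 higher genes in CD4NIKΔ against CD4cre, where the myeloid markers were at 0.036. Under the block the means in CD4IKK1Δ against CD4cre were −3.18 for the Th1 and −2.15 for the Th17 markers, and in CD4NIKΔ against CD4cre 1.66 and 2.41.

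Other splits of the libraries were counted among those that part the 3 same-numbered pairs as the real one does, and the remaining splits put at least 1 such pair on one side. In CD4IKK1Δ against CD4cre, 8 of 8 such splits gave at least 0 genes past the threshold with edgeR, which is so for any split, and 1 of 8 gave at least 2592 genes at an unadjusted p under 0.05. With DESeq2, 2 of 8 gave at least 552 genes. In CD4NIKΔ against CD4cre, 1 of 4 gave at least 2649 genes, and in CD4IKK1Δ against CD4NIKΔ 1 of 8 gave at least 5512. With 8 or 4 splits no share under 0.05 is possible, so this restricted count cannot decide. Among all 56 splits of CD4IKK1Δ against CD4cre, 1 gave as many genes at an unadjusted p under 0.05, the largest other count being 2045, and 3 gave as many with DESeq2, the largest other count being 616. Among all 10 splits of CD4NIKΔ against CD4cre, 1 gave as many genes, and the others gave 0. Among all 56 splits of CD4IKK1Δ against CD4NIKΔ, 1 gave as many genes, with at most 5 in the others.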

Differences from the paper's values

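No test of an explanation is reported in this part, and all such tests elsewhere were chosen only after the results were seen. The paper states 248 differentially expressed genes between CD4IKK1Δ and CD4cre mice, of which 228 were down-regulated and 20 up-regulated. Here edgeR's quasi-likelihood test gave 0 genes, 0 down-regulated and 0 up-regulated, with 2592 genes at an unadjusted p under 0.05. Of 22 alternatives set before the data were examined, 1 reached the range of the paper's down-regulated count, the filter of 10 counts in every library with 156 genes, and none of 22 reached its total or its up-regulated count. DESeq2, which the paper names, gave 552 genes, 511 down-regulated and 41 up-regulated. With an absolute log2 fold change over 2, chosen and kept after seeing the values, DESeq2 gave 229 and 16 genes, 230 and 18 with truncated counts, and 226 and 17 with genes of 10 counts in total, counts that lie closer to those of the paper.

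For CD4NIKΔ against CD4cre mice, the paper gives no number of genes. The ranked list of the enrichment plot in Fig. S3E holds about 650 genes with positive and about 140 genes with negative values, read by eye, and whether it holds all genes past the thresholds of the paper is not stated. edgeR gave 1586 up-regulated and 1063 down-regulated genes here. Of 20 alternatives set before the data were examined, 2 came near the length of the negative part, the replicate number as a block with 190 genes and the fit without CD4cre replicate 2 with 117. For the positive part 5 of 20 did so: all 11 libraries in the fit with 865 genes, and the fits without CD4NIKΔ replicate 2 with 852, without CD4NIKΔ replicate 3 with 614, without CD4cre replicate 2 with 884 and without CD4cre replicate 3 with 780. DESeq2 with all 11 libraries and an absolute log2 fold change over 2, chosen after seeing the values, gave 133 and 613.

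The paper states a mean of 39039302 reads per library, and the mean total of estimated counts per library is 19360684 here. The units differ, and none of the alternatives bears on this value.

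The paper reports *Il17a*, *Il2ra*, *Tbx21* and *H2-Ab1* as down-regulated and *Celsr3* and *Rnf185* as up-regulated in CD4IKK1Δ mice. None of them passed an FDR of 0.05 in edgeR's quasi-likelihood test here, where the FDR was 0.107, 0.0551, 0.178, 0.119 and 0.0890 for the first 5 of them and *Rnf185* was not tested. DESeq2 on the same libraries called all 6, and DESeq2 with all 11 libraries called the first 5. *Il2ra* was also called with genes of 1 count in any library and with all 11 libraries in edgeR's fit, and *Celsr3* with genes of 10 counts in every library and without CD4IKK1Δ replicate 3. Of the genes marked in the figures, *Lyz2* (FDR 0.119), *Klk1* (0.153), *Kifap3* (0.0632) and *Trgc4* (0.0632) were not past the threshold in edgeR's quasi-likelihood test. DESeq2 called them with 8 and with 11 libraries, *Klk1* was also called with the replicate number as a block, *Kifap3* with genes of 1 count in any library, and *Trgc4* under that filter and with all 11 libraries in edgeR's fit. For CD4NIKΔ mice, the paper labels *Irf4* in Fig. S3E, which had an FDR of 0.127 in edgeR's quasi-likelihood test and was called by DESeq2 with all 11 libraries and by edgeR without CD4cre replicate 1.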

Other observations

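The tests in this part were all chosen only after the results were seen. Neither *Chuk* nor *Map3k14* was past the threshold in the libraries labelled with its own deletion. A different share of T cell RNA was tested as an explanation that could mask a deletion. Relative to the Pan T score, *Chuk* was higher by 2.76 (log2) in libraries labelled CD4IKK1Δ than in CD4cre libraries (exact two-sided permutation p = 0.0893), with 0 of 5 libraries under every CD4cre library. *Map3k14* was lower by −1.74 in libraries labelled CD4NIKΔ (exact two-sided permutation p = 0.1, the smallest possible), with 3 of 3 libraries under every CD4cre library. Non-T cells express these genes too, so a change in the Pan T score alone moves both values in these directions, and the tests do not bear on the deletion. Transcripts of a floxed gene can persist after deletion of an exon, and non-T cells carry the intact gene, neither of which was tested. Exchanged labels were not tested either.

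*Map3k14* was lower in libraries labelled CD4IKK1Δ, with 5.98 ± 2.81 CPM (SD, n = 5) and a log2 fold change of −1.58 (FDR 0.148 from edgeR's quasi-likelihood test), in all 5 libraries. Over the alternatives set beforehand, the lowest adjusted p from edgeR or DESeq2 was 0.0155. Adjustment for the score of non-T-cell transcripts moved the log2 fold change most among these, to −0.57. Scaling to Pan T markers, chosen after seeing the data, turned it to 1.67.

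*Il17a* may be lower in libraries labelled CD4IKK1Δ beyond the share of T cell RNA. At the lowest ratio of *Il17a* to T cell receptor counts among CD4cre libraries, 0.281, 5.94, 78.2, 36.1 and 38.7 *Il17a* counts would be expected in replicates 1 to 5, where 0, 0, 20, 1 and 15 were counted. The ratio was under that of every CD4cre library in 4 of 5 libraries (exact two-sided permutation p = 0.0893, 0.625 after Benjamini-Hochberg adjustment over 7 genes). Replicate 1 had too few receptor counts for a lower ratio to be seen, and the other 4 libraries were all under the expected counts. In libraries labelled CD4NIKΔ the ratio was also under that of every CD4cre library in 3 of 3 libraries, with 217, 733 and 288 counts where 412, 765 and 619 would be expected (exact two-sided permutation p = 0.1, the smallest possible). With the Pan T score as a covariate, chosen after seeing the data, the log2 fold change in libraries labelled CD4IKK1Δ was −1.38 with an FDR of 0.977 from edgeR's quasi-likelihood test, so that an effect beyond the share of T cell RNA is left open.

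MHC class II genes and *Lyz2* were lower in libraries labelled CD4IKK1Δ, a direction that scaling to Pan T markers, chosen after seeing the data, turned for the MHC class II genes to 0.53. Fewer reads from myeloid cells may explain this, since the myeloid markers other than *Lyz2* were lower as well, by a mean log2 fold change of −1.27, and scaling to Pan T markers turned the mean of all myeloid markers to 2.42. Their score ran from 1.73 to 2.69 in libraries labelled CD4IKK1Δ and from 2.97 to 4.03 in CD4cre libraries. Other sets fell too, so these values do not single out myeloid cells. Kidney tubule markers were lower in 11 of 12 genes, with a mean of −2.55 (FDR 3.20e-05 from edgeR's camera test). Immediate early genes had a mean of −2.57 and Pan T markers of −1.82. Neutrophil (0.0192) and B cell markers (−0.374) were not past the threshold, and neuronal markers rose by 0.249.

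Replicate 1 of the libraries labelled CD4IKK1Δ had the fewest counts of T cell receptor constant regions, 41 against 868 to 11413 in the other 4, which may reflect a near absence of T cell RNA in that library. Its gap to the nearest library was not beyond the limit of 0.71 of the group's range for the Pan T score (0.48), *Trac* (0.638) or *Cd3e* (0.359). Its total was also the lowest of the group, with a gap of 0.276 of the range. Scaled to depth, its T cell receptor counts were 2.65 CPM, against 45.5 to 646 CPM in the other 4. These values argue against lower depth as the reason for its few receptor counts. No biological explanation was tested.

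Over 14631 genes tested in both comparisons, the log2 fold changes of the 2 labelled groups against the shared CD4cre libraries had a Spearman's rho of −0.335, and 66.5% had opposite signs. Of the 511 genes that DESeq2 called lower in libraries labelled CD4IKK1Δ, 460 (90.02%) were higher in libraries labelled CD4NIKΔ, whereas of 39 genes called higher and tested in both, 18 were lower there. Since both comparisons share the CD4cre libraries, a positive correlation would arise without any effect.

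The NFκB pathway activation score was 0.957 ± 0.239 (SD, n = 3) in libraries labelled CD4NIKΔ, higher than in CD4cre libraries by 0.788 (exact two-sided permutation p = 0.1, the smallest possible). Pan T markers were higher there as well, so the score does not separate NFκB activation from the share of T cell RNA. Genes that the paper measured by RT-PCR in whole kidneys were also read in the sorted cells. In libraries labelled CD4IKK1Δ, *Ifng* had a log2 fold change of −3.04 (FDR 0.347), *Cxcr3* of −2.21 (FDR 0.513) and *Ccr6* of −1.31 (FDR 0.811), all from edgeR's quasi-likelihood test.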
